# Smurfness‐based two‐phase model of ageing helps deconvolve the ageing transcriptional signature

**DOI:** 10.1111/acel.13946

**Published:** 2023-10-12

**Authors:** Flaminia Zane, Hayet Bouzid, Sofia Sosa Marmol, Mira Brazane, Savandara Besse, Julia Lisa Molina, Céline Cansell, Fanny Aprahamian, Sylvère Durand, Jessica Ayache, Christophe Antoniewski, Nicolas Todd, Clément Carré, Michael Rera

**Keywords:** ageing, Drosophila, end of life, lifespan increasing genetic intervention, Smurfs, transcriptome

## Abstract

Ageing is characterised at the molecular level by six transcriptional ‘hallmarks of ageing’, that are commonly described as progressively affected as time passes. By contrast, the ‘Smurf’ assay separates high‐and‐constant‐mortality risk individuals from healthy, zero‐mortality risk individuals, based on increased intestinal permeability. Performing whole body total RNA sequencing, we found that Smurfness distinguishes transcriptional changes associated with chronological age from those associated with biological age. We show that transcriptional heterogeneity increases with chronological age in non‐Smurf individuals preceding the other five hallmarks of ageing that are specifically associated with the Smurf state. Using this approach, we also devise targeted pro‐longevity genetic interventions delaying entry in the Smurf state. We anticipate that increased attention to the evolutionary conserved Smurf phenotype will bring about significant advances in our understanding of the mechanisms of ageing.

**Abbreviations**
ATH: ageing transcriptional hallmark
BP: biological processes
DEGs: differentially expressed genes
DGRP: Drosophila Genetic Reference Panel
ETC: electron transport chain
FC: fold change
FD&C: Food, Drugs, and Cosmetics
GFP: green fluorescent protein
GO: gene ontology
GSEA: gene set enrichment analysis
KD: knock down
KEGG: Kyoto Encyclopedia of Genes and Genomes
ML: mean lifespan
OX: over expression
PCA: principal component analysis
RNA: ribonucleic acid
RNA‐Seq: RNA sequencing
RSD: relative standard deviation
RU486: mifepristone
T50: median lifespan
TF: transcription factor
UPR: unfolded protein response

## 1 INTRODUCTION

### 1.1 Chronological age and physiological ageing

Ageing is commonly defined as a progressive decrease in functional efficiency associated with an age‐related increasing vulnerability to death (Lemoine, 2020; Lopez‐Otin et al., 2013), although different modalities can be found across the livings (Jones et al., 2014). In a given population, individuals of the same chronological age can yet experience different risks of mortality, showing that physiological ageing is not fully captured by chronological age. In humans, the notion of frailty—an unobserved individual modulator of the force of mortality—was introduced to explain this heterogeneity (Vaupel et al., 1979). It was followed by the definition of specific frailty indexes, fixed sets of characteristics that can be used to predict an individual's risk of death independently of its chronological age (de Vries et al., 2011; Dent et al., 2016; Fulop et al., 2010). On the one hand, the use of such frailty indexes has now been extended to several model organisms (Baumann et al., 2018; Heinze‐Milne et al., 2019; Whitehead et al., 2014). On the other hand, efforts to define ageing at the cellular and molecular levels have led to the definition ‘hallmarks of ageing’ (Lemoine, 2021; López‐Otín et al., 2013, 2023), evolutionary conserved molecular markers progressively affected in ageing individuals—and to the development of ageing clocks predicting biological age based on molecular markers. Ageing clocks based on 5‐cytosine methylation of CpG sites (Bocklandt et al., 2011; Hannum et al., 2013; Horvath, 2013; Horvath & Raj, 2018) work well in mammals but do not apply to model organisms such as *Caenorabditis elegans* or *Drosophilia melanogaster*. Nevertheless, recent work has identified a ‘universal’ transcriptomic clock using *C. elegans* (Tarkhov et al., 2019), with the recent publication of the BiT age clock (Meyer & Schumacher, 2021), suggesting a possible conservation of critical biological age markers.

### 1.2 The Smurf approach to ageing

The Smurf assay is an in vivo non‐invasive assessment of increased intestinal permeability (IP) based on co‐ingestion of the non‐toxic blue food dye FD&C #1 (approx. 800 Da). The dye, normally not absorbed by the digestive tract, spreads throughout the body in flies with altered IP, turning them blue (Rera et al., 2012), hence their name Smurfs. The Smurf assay was previously shown to be a powerful marker of biological age in *D. melanogaster* (Rera et al., 2012; Tricoire & Rera, 2015) as well as other model organisms (Dambroise et al., 2016). Maintaining a population on standard food containing the dye reveals that the proportion of Smurfs increases as a function of time (Rera et al., 2012) and that all flies undergo the Smurf transition prior to death (Rera et al., 2012; Tricoire & Rera, 2015). Furthermore, Smurf flies present a low remaining life expectancy (T_50_ estimated at ~2.04 days across different genetic backgrounds from the DGRP set Mackay et al., 2012) that appears independent of their chronological age at Smurf transition (Rera et al., 2012; Tricoire & Rera, 2015). In a given population at any given age, the Smurfs are the only individuals showing high mortality risk, low energy stores, low motility, high inflammation and reduced fertility, making this subpopulation a characteristic frail subpopulation. We demonstrated, thanks to a simple two‐phase mathematical model, that we are able to describe longevity curves using the age‐dependent linear increase (approximation) of the Smurf proportion and the constant force of mortality in Smurfs (Tricoire & Rera, 2015).

The above‐mentioned studies led us to hypothesise that markers classically considered as progressively and continuously changing during ageing (the hallmarks of ageing) might actually accompany the Smurf transition and exhibit a biphasic behaviour (two‐phase model of ageing (Clark et al., 2015; Tricoire & Rera, 2015). The age‐dependent increase in mortality at the population‐level should then be re‐interpreted as the increasing proportion of Smurfs in the population of individuals still alive (Tricoire & Rera, 2015). To test this hypothesis, we assessed the transcriptional changes occurring in flies as a function of both their Smurf status and chronological age. 

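Smurfs are flies whose whole body is coloured by a blue food dye that has crossed the intestinal wall, and non-Smurfs of the same cohort keep the dye in the gut. Counts of RNA-Seq reads were analysed here for 32 samples of the Drs-GFP line, each a pool of 8 whole mated females. Smurfs and non-Smurfs were represented by 4 samples each at 20 days, 6 each at 30 days and 6 each at 40 days. Smurfs were collected 1 day or 5 hours after the transition, or at an unknown time (mixed samples), and non-Smurfs at the same moments. The 1-day samples numbered 18, the 5-hour samples 8, all of 30 or 40 days, and the mixed samples 6, 1 in each group. For the 30-day mixed samples, non-Smurf M-7 and Smurf M-10, the sample labels give an age of 32 days and the paper 30 days, and the paper's age was used. Stranded mRNA libraries were sequenced in paired-end mode, and the authors aligned the reads with Hisat2 on BDGP6.95 and counted them per gene with featureCounts. The deposited values are these counts, without normalization or filtering. Of the genes listed, 15364 had at least 1 count in at least 1 sample and 2373 had none. The total count per sample, which is the depth behind each value, ranged from 13423868 to 20753029 in 20-day Smurfs (median 17708582), from 13464784 to 22012231 in 30-day Smurfs (median 18888561) and from 12164198 to 19918153 in 40-day Smurfs (median 15803168). In non-Smurfs it ranged from 12572809 to 16110543 at 20 days (median 15171848), from 14595583 to 22798065 at 30 days (median 19623694) and from 13058854 to 19970610 at 40 days (median 17698474). Fold changes were estimated from these counts with edgeR, after TMM normalization and edgeR's filter on low counts, as log2FC of Smurfs against non-Smurfs or of older against younger flies. The test was edgeR's two-sided quasi-likelihood F test with Benjamini-Hochberg (BH) adjustment over all genes tested, and genes with an adjusted p under 0.05 were called DEGs. DESeq2, the paper's tool, was run on the same counts as an alternative. The standard error (SE) of a log2FC is its size divided by the square root of F, and each fit was repeated with each sample left out in turn. Gene positions are the chromosome arm, start and end in the BDGP6.54 annotation, which was joined by gene identifier only and held 17599 of the genes listed, all but 138. The paper's text does not say whether counting used the strand of the reads, so values of genes that overlap another gene are uncertain. The same holds for near-identical copies, such as those of Hsp70, between which reads could have been split.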

RNA‐Sequencing (RNA‐Seq) was performed on Smurf and non‐Smurf individuals of different chronological ages after total RNA extraction from the whole body of mated female flies. Samples were collected at 20, 30 and 40 days after eclosion, corresponding to approximately 90%, 50% and 10% survival in the used line (*Drs*‐GFP; Figures S1 and S2).

## 2 RESULTS

### 2.1 Smurfs have a stereotypical transcriptome

We first performed a principal component analysis (PCA) to explore how our multiple samples did relate to each other. The first component (45% of variance) separates Smurfs and non‐Smurfs samples (Figure 1a). This component is significantly associated with Smurfness (*R* ^2^) ANOVA = 0.604, *p* = 1.67e^−07^), but not with age (*p* > 0.05). 

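The counts were transformed with the vst function of DESeq2 and the 1000 genes with the highest variance entered the PCA. The first component (PC1) held 45.5% of the variance and the third 9.73%. On PC1, 20-day Smurfs lay at 15.9 ± 3.74 (SD, n = 4), 30-day Smurfs at 17.6 ± 7.24 (SD, n = 6) and 40-day Smurfs at 1.50 ± 10.9 (SD, n = 6). Non-Smurfs lay at −17.5 ± 2.85 (SD, n = 4) at 20 days, −11.5 ± 6.70 (SD, n = 6) at 30 days and −6.48 ± 3.47 (SD, n = 6) at 40 days. The lowest 20-day Smurf was at 13.4 and the highest 20-day non-Smurf at −13.9. At 30 days the closest samples of the groups were at 8.94 and −2.04, so Smurfs and non-Smurfs did not overlap at either age. At 40 days they did: Smurfs ranged from −8.63 to 15.5 and non-Smurfs from −10.03 to −1.88.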

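Smurfness accounted for R2 = 0.623 of PC1 over the 32 samples (permutation test with 100000 resamples, p = 1e-05, the smallest it can give; 2e-05 after BH adjustment over the 4 relations of PC1 and PC2 with Smurfness and age). Among the alternatives, leaving out the mixed samples moved it most, to 0.559. Within the 18 samples collected at 1 day, R2 was 0.792 (exact two-sided permutation test, p = 8.23e-05), and within the 8 collected at 5 hours 0.219 (exact p = 0.371). The 5-hour Smurfs lay above the non-Smurfs at 30 days (20.3 and 26.8 against −2.04 and −13.2). At 40 days they lay below them (−8.63 and −8.16 against −2.95 and −1.88). The 5-hour test pools both ages and so does not decide on either. Within the 6 mixed samples it was 0.811 (exact p = 0.1, the smallest that 3 samples against 3 allow). Over all samples, PC1 was not detectably related to age (Pearson r = −0.067, two-sided permutation p = 0.715, adjusted 0.764; Spearman rho = 0.041, p = 0.821). Within each state it was, in opposite directions. PC1 fell with age among the 16 Smurfs (r = −0.580, permutation p = 0.0189, adjusted over the 4 relations within Smurfs and within non-Smurfs 0.0189; rho = −0.523, p = 0.0397) and rose among the 16 non-Smurfs (r = 0.696, p = 0.00328, adjusted 0.00656; rho = 0.745, p = 0.00145). With any 2 of the samples of 20 and 40 days left out (45 pairs in each state), r ranged from −0.703 to −0.439 in Smurfs and from 0.572 to 0.730 in non-Smurfs. From the separation of Smurfs and non-Smurfs on PC1, with the samples distributed by age on PC2, the paper concludes that Smurfness explains most of the transcriptome variance in these samples.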

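The next component, PC2, held 13.4% of the variance. It rose with age over the 32 samples, from −7.53 ± 5.94 (SD, n = 4) to 5.84 ± 5.81 (SD, n = 6) between 20 and 40 days in Smurfs and from −7.37 ± 1.91 (SD, n = 4) to 7.14 ± 7.49 (SD, n = 6) in non-Smurfs. Pearson's r with age was 0.719 and Spearman's rho 0.789 (two-sided permutation p = 1e-05 for each, the smallest 100000 resamples can give; adjusted 2e-05). Leaving out any 2 of the samples of 20 and 40 days (190 pairs) gave r from 0.671 to 0.762. The alternative with log2 CPM (counts scaled to the library size) in place of vst values moved it most (r = 0.460, permutation p = 0.00636). Within the 1-day samples r was 0.659 (permutation p = 0.00295; rho = 0.774, p = 0.00049) and within the 6 mixed samples 0.925 (exact p = 0.0222; rho = 0.956, p = 0.0222). Within the 8 samples of 5 hours, which lack the age of 20 days, r was 0.749 (exact p = 0.0857; rho = 0.655, p = 0.114). The R2 of PC2 on Smurfness was 0.00304 (permutation p = 0.764, adjusted 0.764).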

The second component (13%) segregates samples as a function of chronological age (Pearson *ϱ* = 0.717, *p* = 3.92e^−06^), with no significant association with Smurfness (*p* > 0.05). 

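The mean of PC1 was higher in Smurfs than in non-Smurfs by 33.3 at 20 days (exact two-sided permutation test over 70 splits, p = 0.0286, adjusted over the 3 ages 0.0429) and by 29.1 at 30 days (924 splits, exact p = 0.00216, adjusted 0.00649). At 40 days the difference was 7.98, within the spread of the samples (exact p = 0.139, adjusted 0.139). Of the 40-day Smurfs, 1d-r and 1d-q lay at 15.5 and 13.4 and M-16 at 2.84, while 1d-p lay at −6.03, 5h-c8 at −8.16 and 5h-c7 at −8.63. The 40-day non-Smurfs lay at −5.85, −9.37 and −8.78 at 1 day, −2.95 and −1.88 at 5 hours and −10.03 in the mixed sample. Smurfs were thus lower than non-Smurfs at 5 hours, and higher in the mixed samples and for 1d-r and 1d-q. The test at 40 days pools these collection times.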

The fact that three 40 days Smurfs samples out of six clusters with same age non‐Smurfs, a pattern confirmed using independent tSNE (t‐distributed stochastic neighbour embedding) and hierarchical clustering on sample‐to‐sample distance (Figures S3 and S4), indicates fewer differences between the transcriptomes of old Smurfs and non‐Smurfs than between young ones.

**FIGURE 1:**
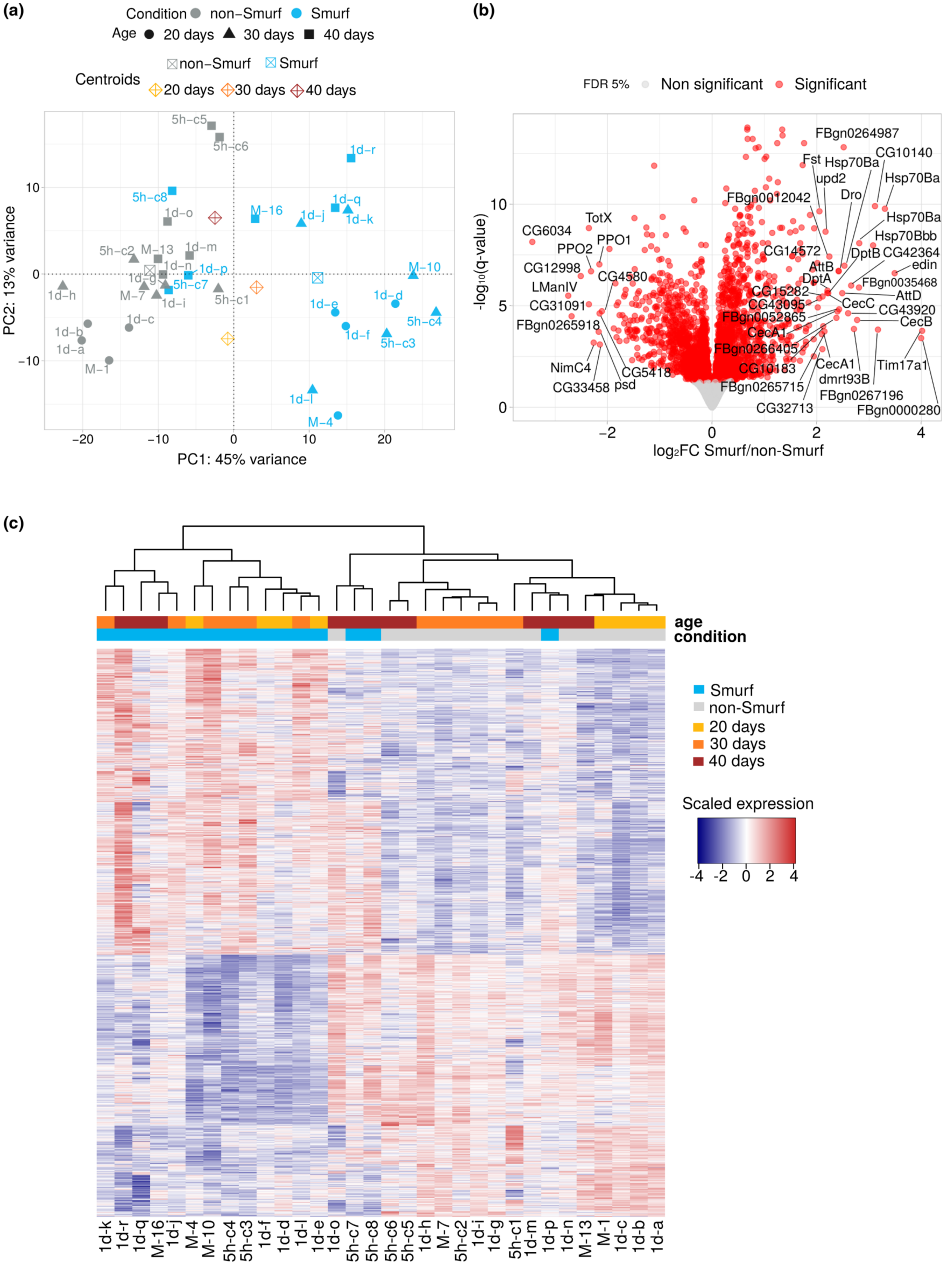
Smurfness is associated with a characteristic transcriptome. (a) Samples plotted in the space of the first two principal component analysis (PCA) components. PCA performed on the 1000 top‐variance genes results in a clear separation of Smurf (blue) and non‐Smurf (grey) samples on PC1 while samples are distributed according to age on PC2. This shows that Smurfness explains most of the transcriptome variance in our dataset (45% for PC1), followed by age (13% for PC2). Shapes indicate the age as illustrated in the legend. Centroids coordinates for a specific group are the mean of the group coordinates. Each sample is associated with an acronym specifying the collection time after the transition (5 h = 5 hours, 1d = 1 day and M = mixed—unknown time) and a unique letter or number identifying the sample itself. (b) Volcano plot of the differentially expressed gene (DEG) analysis results. The negative logarithm with base 10 of the False Discovery Rate (FDR) adjusted *p*‐value (*q*‐value) is plotted as a function of the shrinked (DESeq2 apeglm method; Zhu et al., 2019) fold change (base 2 logarithm) of the Smurf/non‐Smurf expression ratio for each gene. The significant 3009 DEGs are represented in red. Upregulated Smurf genes (1618) plot on the right side of the graph, while downregulated genes (1391) on the left. Genes with a log_2_FC > |2| are labelled. Amongst the genes annotated as upregulated we can notice the presence of immune response genes (*Dro*, *AttB*, *AttC*, *DptA*, *DptB*, *CecA1*, *CecB*, *CecC*), confirming what already described in Smurfs (Rera et al., 2012). (c) Smurf DEGs represent a Smurf‐specific signature. Unsupervised hierarchical clustering on the samples by Smurf DEGs only divides Smurfs from non‐Smurfs independently of their age, demonstrating that those genes are a Smurf‐specific signature. Non‐Smurf samples tend to cluster by age, suggesting an age trend in the expression of Smurf DEGs in non‐Smurf. The same three outliers of (a) are identified, indicating that those three samples indeed present a weaker expression pattern compared to the other Smurfs. Expression of genes in the heatmap is re‐centred on the mean across samples, for easy visualisation of upregulated and downregulated genes.

We proceeded to quantify the differences between Smurfs and non‐Smurfs through differential gene expression analysis (DESeq2; Love et al., 2014). Comparing the 16 Smurf and the 16 non‐Smurfs samples, we identified 3009 differentially expressed genes (DEGs) (Figure 1b, DESeq2 results in File S1). 

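In the comparison of the 16 Smurf with the 16 non-Smurf samples, 10052 genes were tested and 2286 were called DEGs, 1148 upregulated and 1138 downregulated in Smurfs. At an unadjusted p under 0.05 there were 3541. The count was 2638 with DESeq2 (1465 upregulated), and it moved most when only the 8 samples of 5 hours were compared: no gene was then called, with 1506 at an unadjusted p under 0.05. With each of the 32 samples left out in turn, it ranged from 1957 to 2616. The largest increases among DEGs with a mean of at least 2 log2 CPM (counts scaled to the library size) were those of Hsp70Bb (FBgn0013278, 3R from 12505793 to 12508139; log2FC = 3.53, SE 0.53, edgeR BH-adjusted p = 3.38e-05), edin (FBgn0052185, 3L from 17494880 to 17495300; log2FC = 3.23, SE 0.72, edgeR BH-adjusted p = 0.0017) and lncRNA:CR44138 (FBgn0264987, 3R from 13376903 to 13377395; log2FC = 2.71, SE 0.35, edgeR BH-adjusted p = 7.41e-06). They were above the non-Smurf mean in 14 of 16, 13 of 16 and 16 of 16 Smurfs, respectively. Of these, Hsp70Bb has near-identical copies, edin overlaps Oatp74D and lncRNA:CR44138 overlaps CG9813 on the other strand. The largest decreases were those of the vitelline membrane genes Vm26Ac (FBgn0086266, 2L from 5958005 to 5958631; log2FC = −2.87, SE 0.72, edgeR BH-adjusted p = 0.0046), Vm32E (FBgn0014076, 2L from 11171167 to 11171665; log2FC = −2.79, SE 0.75, edgeR BH-adjusted p = 0.00749) and Vm34Ca (FBgn0003983, 2L from 13411141 to 13411631; log2FC = −2.73, SE 0.66, edgeR BH-adjusted p = 0.00354), each below the non-Smurf mean in 16 of 16 Smurfs.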

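Hierarchical clustering of the 32 samples by the genes called in the comparison of Smurfs with non-Smurfs gave a pair of main branches. All 16 non-Smurfs lay in the same branch, together with 3 of the 6 40-day Smurfs (1d-p, 5h-c7 and 5h-c8). The other branch held the 4 Smurfs of 20 days, the 6 of 30 days and the other 3 of 40 days. Since the genes were chosen on these samples, the separation is not independent of the test that called them.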

Confirming the PCA results, these genes represent a Smurf‐specific signature that clusters the Smurfs samples (Figure 1c). 

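Along PC2, which was related to age over all samples, the relation was also present within each state. Among the 16 Smurfs Pearson's r with age was 0.656 (two-sided permutation p = 0.00604, adjusted 0.00805; Spearman rho = 0.701, p = 0.00349), and among the 16 non-Smurfs 0.795 (p = 6e-05, adjusted 0.00024; rho = 0.920, p = 2e-05). With any 2 of the samples of 20 and 40 days left out, it ranged from 0.532 to 0.737 in Smurfs and from 0.725 to 0.897 in non-Smurfs. The difference between both correlations was not tested.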

Again, the effect of chronological age is less marked in Smurf samples than in non‐Smurf ones. 

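The edgeR and DESeq2 tests called 2218 genes in common, which were 97.0% of the edgeR DEGs and 84.1% of the DESeq2 DEGs, and 68 edgeR DEGs were not called by DESeq2. All 2218 changed in the same direction with both tools. Across genes, which are not independent replicates, Pearson's r between the log2FC estimates was 0.998 over the 10052 genes tested by both.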

DESeq2 results were validated using the edgeR (Robinson et al., 2010) pipeline, which identified 2609 DEGs, 90% of which are overlapping with the DESeq2 output and present a strong correlation (Pearson *ϱ* = 0.99) for log_2_FC estimation (Figure S5).

### 2.2 Smurfness recapitulates the transcriptional signature of ageing

We used biological processes (BP) Gene ontology (GO) (Ashburner et al., 2000) as gene sets in Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005) to characterise the Smurf signature. In order to fully examine the observed signal, we chose not to apply any filtering on the log_2_FC (FC: fold change). We mapped our results on the hallmarks of transcriptional ageing (ATH 1–6) described in Frenk and Houseley (2018) on the GSEA network (Figure 2 and Table S1). Genes upregulated in Smurfs are enriched in immune and stress response (ATH1), as previously reported in Smurfs (Rera et al., 2012) as well as numerous ageing transcriptomic studies in Drosophila (Bordet et al., 2021; Girardot et al., 2006; Landis et al., 2004; Moskalev et al., 2019; Pletcher et al., 2002; Zhan et al., 2007) and other organisms (Benayoun et al., 2019; de Magalhães et al., 2009; Kazakevych et al., 2019; Lee et al., 2000; Palmer et al., 2021; Wang et al., 2022) including humans (Furman et al., 2017). Here, the immune response is widely upregulated, with activation of both Toll (fungi and Gram‐positive response) (Lemaitre et al., 1996) and Immune deficiency (Imd, Gram‐negative response) (Dushay et al., 1996; Lemaitre et al., 1995) pathways. Antimicrobial peptides (AMPs), which are surrogates of inflammation in flies, are strongly upregulated (*CecA1*, *CecA2*, *CecB*, *CecC*, *DptA*, *Def*, *Dpt*, *Drs*, average log_2_FC = 2.33) with their upstream regulators *Rel* (Imd pathway, log_2_FC = 0.61) and *dl* (Imd pathway, log_2_FC = 0.27) also upregulated.

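All 8 AMP genes were called and upregulated, with a mean log2FC of 1.99, from Drs (FBgn0283461, 3L from 3369556 to 3369942; log2FC = 1.11, SE 0.32, edgeR BH-adjusted p = 0.0118; above the non-Smurf mean in 14 of 16 Smurfs) to CecB (FBgn0000278, 3R from 30213315 to 30213797; log2FC = 2.59, SE 0.67, edgeR BH-adjusted p = 0.0059; 12 of 16). DptB was taken as the gene written Dpt beside DptA. All 8 were called with RLE size factors in place of TMM, with DESeq2 and in each fit that left out 1 sample, while none was called in the 1-day samples alone, where 3 had an unadjusted p under 0.05. All 8 were also called when adjusted over the list alone, which is not independent evidence because the study chose these genes on the same samples. The 5 further immune genes labelled in Fig. 1b (Dro, AttB, AttC, AttD and edin) were all upregulated, with a mean of 2.33. Among the upstream regulators, Rel (FBgn0014018, 3R from 9044183 to 9047977) rose in 16 of 16 Smurfs (log2FC = 0.59, SE 0.10, edgeR BH-adjusted p = 0.000107), and it overlaps Nmdmc on the same strand. The increase of dl (FBgn0260632, 2L from 17436830 to 17450364; log2FC = 0.26, SE 0.044, edgeR BH-adjusted p = 0.000114) was smaller, with 15 of 16 Smurfs above the non-Smurf mean.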

**FIGURE 2:**
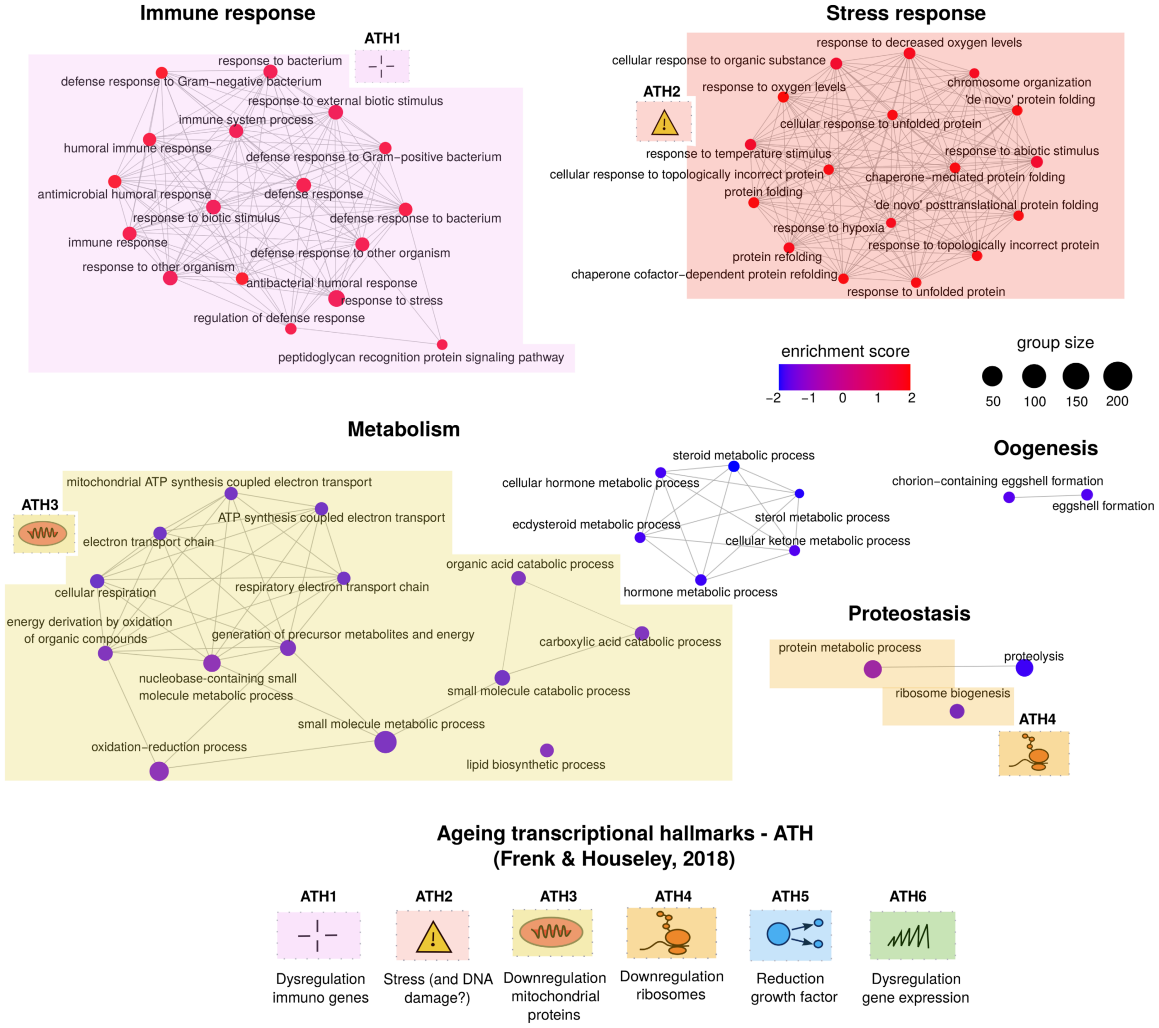
Gene Set Enrichment Analysis (GSEA) analysis (Gene ontology biological process categories) of Smurf‐specific genes. GSEA results are represented as a network, where nodes are significantly enriched categories (deregulation colour code as in legend) and edges are connected categories with overlapping genes. From the 59 significant categories, we identified and manually annotated five hubs: immune response, stress response, metabolism, proteostasis and oogenesis. Hallmarks of transcriptional ageing, as enunciated in (Frenk & Houseley, 2018) (bottom of figure). The hallmarks present in the Smurf‐specific signature (ATH1‐4) are mapped close to the related categories. Overall, in the Smurfs specific genes we detect four hallmarks of transcriptional ageing. Note that the DNA damage response (ATH4) is indicated with a question mark in the figure following the conflicting data presented by Frenk & Houseley. No category maps to ATH5 (reduction in growth factor, downregulation of cell cycle genes) and ATH6 (increased transcriptional hetereogeneity, DNA and RNA dysregulation).

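The UPR gene Xbp1 (FBgn0021872, 2R from 21143545 to 21145750) was upregulated in Smurfs (log2FC = 0.20, SE 0.068, edgeR BH-adjusted p = 0.0311), with 12 of 16 Smurf samples above the non-Smurf mean. It was not called in 3 of the 32 fits that each left out 1 sample (edgeR BH-adjusted p = 0.0596 without the 40-day Smurf 1d-r). Ire1 (FBgn0261984, 3R from 19853908 to 19861291; log2FC = 0.20, SE 0.057, edgeR BH-adjusted p = 0.0105; 13 of 16) overlaps MICU3 on the other strand. In the 8 samples of 5 hours alone its log2FC was −0.10 (edgeR BH-adjusted p = 0.51).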

Stress responses (ATH2) such as protein folding and unfolded protein response (UPR, with upregulation of *Xbp1* and *Ire1*) are over represented in our dataset. 

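Of the 33 chaperone and co-chaperone genes detected in a list typed by symbol, 5 were upregulated (15.2%) and 6 downregulated in Smurfs. When adjusted over the list alone, 14 were called. With RLE size factors in place of TMM the counts were 6 and 4, and the fits that each left out 1 sample called between 9 and 13. The extremes were Hsp68 (log2FC = 2.14, SE 0.38) and Hsp27 (−0.23, SE 0.080). Hsp70Bb, at a log2FC of 3.53, is thus not in this list, and the Hsp70 family was counted as a list of its own. The paper's share is of the chaperones annotated in FlyBase, so the 15.2% is not of the same set. Of the Hsp70 family, 6 genes were detected and 5 had enough counts to be tested. All 5 were upregulated (83.3% of those detected), in each fit that left out 1 sample, with a mean log2FC of 2.66 ± 0.90 (SD over 5 genes), from 1.67 for Hsp70Ab to 3.53 for Hsp70Bb. DESeq2 called 6, with Hsp70Ba, which had too few counts for the filter and was also called by edgeR without it. These copies are near-identical, so the share of each in the counts is uncertain and the family is better read as a whole.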

Smurfs present a significant induction of 22% of Drosophila chaperons and co‐chaperons (Flybase; Larkin et al., 2021 annotation, version FB2022_04), with a broad upregulation of the Hsp70 family (6 out of 7 genes detected are upregulated, average log_2_FC = 2.60), as previously described in ageing (Landis et al., 2004; Yang & Tower, 2009). 

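Glutathione S-transferases of the cytosolic classes D, E, O, S, T and Z were taken by symbol. Of the 35 detected, 17 were upregulated (48.6%) and 5 downregulated in Smurfs, and 23 were called when adjusted over the list alone. RLE size factors gave 17 and 3. The log2FC was highest for GstD2 (2.07, SE 0.30) and lowest for GstE9 (−0.43, SE 0.17), and the median of the 32 tested was 0.19. Between 18 and 22 were called in the fits that each left out 1 sample.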

We detect a significant upregulation of 51% of the annotated cytosolic Glutathione S‐transferases (Gst), a family of genes involved in detoxification and oxidative stress response.

Downregulated genes show a broad enrichment in metabolism‐related categories (ATH3). 

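FASN1 (FBgn0283427, 2L from 3056598 to 3068177) was lower than the non-Smurf mean in 14 of 16 Smurfs (log2FC = −0.59, SE 0.14, edgeR BH-adjusted p = 0.00354), and it was called in each of the 32 fits that left out 1 sample. ACC (FBgn0033246, 2R from 7974115 to 7991862; log2FC = −0.30, SE 0.11, edgeR BH-adjusted p = 0.0428; 13 of 16), which overlaps Nup44A on the other strand, was not called in 18 of the 32 fits that each left out 1 sample (edgeR BH-adjusted p = 0.0714 without the 30-day Smurf M-10). eloF (FBgn0037762, 3R from 9814161 to 9815158; log2FC = −0.40, SE 0.14, edgeR BH-adjusted p = 0.037; 14 of 16) was not called in 13 of the 32 fits that each left out 1 sample (edgeR BH-adjusted p = 0.0607 without the 30-day non-Smurf 1d-h), and in the 5-hour samples alone its log2FC was 0.29 (edgeR BH-adjusted p = 0.447).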

The decreased expression of genes involved in fatty acid biosynthesis, such as *FASN1* (log_2_FC = −0.61), *ACC* (log_2_FC = −0.31) and *eloF* (log_2_FC = −0.41) corroborates the decreased triglycerides content previously described in Smurfs (Rera et al., 2012). 

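Genes of the 5 respiratory complexes were taken by symbol, the 13 mitochondrially encoded ones included. Of 101 genes detected, 78 were tested, 34 were downregulated in Smurfs and none upregulated. When adjusted over the list alone, 46 were called. The log2FC was negative for 69 of the 78, with a median of −0.17, and ranged from −0.38 for UQCR-C2 to 0.19 for mt:ND2. The count was 32 with RLE size factors, 34 downregulated and 1 upregulated with DESeq2, and 46 with the collection event as a block. It was 21 without the 30-day non-Smurf 1d-g and 50 without the 30-day non-Smurf 5h-c1. In the 5-hour samples alone the median was above 0 and none was called, with 1 at an unadjusted p under 0.05.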

The mitochondrial electron transport chain (ETC) also shows a broad downregulation (ATH3). In order to provide a quantification of the ETC downregulation, we mapped the Smurf DEGs on ETC complexes Flybase annotation, and computed the percentage of downregulated genes. 

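Of the genes detected for each complex, 16 of 43 were downregulated in Smurfs for complex I (37.2%, mean log2FC of the called genes −0.19), 1 of 6 for complex II (16.7%, SdhA, −0.17), 4 of 14 for complex III (28.6%, −0.22), 4 of 20 for complex IV (20.0%, −0.19) and 9 of 18 for complex V (50.0%, −0.21). SdhA is named because it alone was called for complex II, and was chosen after its values were seen. When adjusted over each list alone, the counts were 22, 2, 4, 9 and 11. Without the 30-day non-Smurf 1d-g they were lowest for complex I (10), complex III (2) and complex V (7). Complex IV was lowest without the 20-day non-Smurf 1d-a (1). The highest counts (23, 2, 6, 8 and 11) came without the 30-day non-Smurf 5h-c1.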

Through all the complexes, all the genes detected as DEGs are downregulated (no upregulation observed) (Complex I: 17 genes, 38% of the Complex I, average log2FC = −0.18; Complex II: 2 genes, 33% percent of Complex II, average log2FC = −0.17; Complex III: 4 genes, 29% of the Complex III, average log2FC = −0.21; Complex IV: 4 genes, 19% of Complex IV, average log2FC = −0.18; Complex V: 7 genes, 41% of Complex V, average log2FC = −0.19. Percentage refers to the number of genes detected in our dataset for the specific complex). Despite the minor fold changes, the ETC components' persistent downregulation may indicate that the aerobic metabolism they mediate is also downregulated. In addition, the upregulation of lactate dehydrogenase gene (*Ldh*) (log_2_FC = 0.95) could suggest a compensatory anaerobic metabolism replacing a probable dysfunction of the aerobic ETC path, or an altered pyruvate intake into the mitochondria. 

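Ldh (FBgn0001258, 3L from 6259105 to 6262694) was upregulated in Smurfs (log2FC = 0.99, SE 0.21, edgeR BH-adjusted p = 0.000871), with 14 of 16 samples above the non-Smurf mean. It was called in each of the 32 fits that left out 1 sample.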

Consistently, *Idh3A*, *Idh3B*, *Mdh1*, *Mdh2* and *Fum1*, involved in the tricarboxylic acid (TCA) cycle are downregulated, with fold changes similar to the ones reported above.

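The 4 of these genes that could be matched by symbol were all downregulated in Smurfs. The log2FC was −0.18 for Idh3a (FBgn0027291, X from 19518428 to 19521810; SE 0.041, edgeR BH-adjusted p = 0.00218; below the non-Smurf mean in 16 of 16 Smurfs) and −0.16 for Idh3b (FBgn0038922, 3R from 22016391 to 22019382; SE 0.031, adjusted p = 0.000655; 15 of 16). For the malate dehydrogenases Mdh1 (FBgn0262782, 2L from 10393774 to 10396332; log2FC = −0.24, SE 0.065, edgeR BH-adjusted p = 0.00873; 14 of 16) and Mdh2 (FBgn0262559, 3R from 18226396 to 18228718; log2FC = −0.26, SE 0.06, edgeR BH-adjusted p = 0.00255; 15 of 16) the decrease was slightly larger. All 4 were called with RLE size factors, with DESeq2 and in each fit that left out 1 sample. Fum1 was not matched to a gene in the annotation and is not analysed here.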

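The ecdysone biosynthesis genes sad (FBgn0003312, 3R from 11877235 to 11879754; log2FC = −1.09, SE 0.28, edgeR BH-adjusted p = 0.00476; below the non-Smurf mean in 14 of 16 Smurfs) and spo (FBgn0003486, 3L from 5590083 to 5592571; log2FC = −1.25, SE 0.34, edgeR BH-adjusted p = 0.00747; 15 of 16) were downregulated in Smurfs. They overlap CG6962 and l(3)psg2 on the other strand, respectively. The gene phm, listed as phtm, had too few counts for the edgeR filter, and DESeq2 gave a log2FC of −1.47 (BH-adjusted p = 0.00051). Without the filter edgeR gave −1.43 (BH-adjusted p = 0.00169). The vitelline membrane genes Vm26Aa (FBgn0003979, 2L from 5959596 to 5960340; log2FC = −2.67, SE 0.70, edgeR BH-adjusted p = 0.0065), Vm26Ab (FBgn0003980, 2L from 5957004 to 5957639; log2FC = −2.54, SE 0.65, edgeR BH-adjusted p = 0.00523) and Vml (FBgn0085362, X from 2275822 to 2277781; log2FC = −2.30, SE 0.67, edgeR BH-adjusted p = 0.0127) and the eggshell gene psd (FBgn0086265, 2L from 5963087 to 5964951; log2FC = −2.35, SE 0.58, edgeR BH-adjusted p = 0.00397) were each below the non-Smurf mean in 15 of 16 Smurfs. Among 20 eggshell genes taken by symbol, 10 were downregulated and none upregulated, with a median of −1.71, and 11 were called when adjusted over the list alone.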

Genes involved in ecdysone biosynthesis (*sad*, *spo* and *phm*) and egg formation (*Vm26Aa*, *Vm26Ab*, *Vml* and *psd* are downregulated (log_2_FC is, respectively, −2.67, −2.63, −2.51, −2.49), giving a molecular hint for explaining the previously reported decrease in fertility in Smurf females and males (Rera et al., 2018). A few categories related to proteostasis are also present amongst the ones deregulated in Smurfs. The ribosome biogenesis category (GO:0042254), mapping to ATH4, contains 190 genes out of which 46 are significantly deregulated, most of them, 96%, being downregulated. 

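No GO annotation was used here, and 32 nucleolar and ribosome assembly genes were typed by symbol instead. Of these, 15 were downregulated in Smurfs (46.9%) and none upregulated with TMM, while RLE size factors gave 13 downregulated and 2 upregulated. When adjusted over the list alone, 19 were called. The log2FC was negative for 27 of the 32, from −0.25 for Fib to 0.11 for Non1. Between 12 and 16 were called in the fits that each left out 1 sample.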

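All 16 Jonah genes had a negative log2FC in Smurfs and 14 were called, as were all 16 when adjusted over the list alone. Their mean was −1.26 ± 0.45 (SD over 16 genes), from −1.94 for Jon99Fii to −0.60 for Jon65Aiii. Of 11 trypsin-like genes, all with a negative log2FC, 8 were called, and 11 over the list alone, with a mean of −0.67 and the largest decrease in zetaTry (−1.45, SE 0.32). RLE size factors called the same numbers, 14 and 8. Between 12 and 16 Jonah genes were called in the fits that each left out 1 sample. The number of trypsin-like genes called was 6 without the 20-day non-Smurf 1d-a and 11 without the 40-day Smurf 5h-c7. In the 5-hour samples alone neither family had a gene called or an unadjusted p under 0.05, and the median of the trypsin-like genes was then above 0. Reads of such closely related families could have been split between members.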

Regarding the proteolysis category, we detected the downregulation of 10 trypsin‐like endopeptidases and 14 Jonah genes (serine endopeptidases family).

The Smurf signal overlaps with numerous changes that were described so far as ageing‐related, mapping to four out of six ATH (ATH 1–4).

We compared our results with proteomic and metabolomic data obtained from Smurf and non‐Smurf mated females from the same genetic background. Enrichment analysis on significantly differentially represented proteins (ANOVA *p* < 0.05, for complete results see File S2) confirms our results of a decreased fatty acid catabolism, mitochondrial respiration and ribosomal proteins (Figure S6). Response to stress (including genes such as *cact*, *Hsp70* and *Cat*) is upregulated, in line with what described in our transcriptome study.

Quantitative enrichment analysis on metabolites concentrations in Smurfs and non‐Smurfs (File S3) confirms the molecular separation between the two phases (Figure S7) and the metabolic transcriptional signature observed. We detected deregulation of fatty acid biosynthesis and degradation pathways (Kyoto Encyclopedia of Genes and Genomes [KEGG]; Kanehisa & Goto, 2000), with palmitic acid [log_2_FC = −1.37] and myristic acid [log_2_FC = −1.69], Figure S8) and pyruvate metabolism (which includes metabolites from the TCA cycle) (Table S2). Regarding glucose metabolism, the overexpression (OX) of *Ldh* is confirmed by a significant (Wilcoxon test, *p* < 0.05) lactic acid increase in Smurfs (log_2_FC = 0.90) (Figure S9). The TCA cycle displays a significant general decrease at a transcriptomic level, and a general impairment at a metabolomic level, though the only metabolite significant to Wilcoxon test is succinate, (log_2_FC = 1.28) (Figure S10).

These results indicate that the transcriptional dysregulation observed in Smurfs has a functional impact.

### 2.3 Old Smurfs carry additional age‐related changes

Our analysis (Figure 1a, Figures S3 and S4) suggested transcriptional differences between the old and young Smurfs. We therefore applied a DEG analysis restricted to Smurfs. Only 4 DEGs were identified when comparing 20 and 30‐day Smurfs (FDR cut‐off at 5%) while the 40 days Smurfs present 2320 DEGs compared to 20‐day Smurfs (1385 upregulated and 935 downregulated) (DESeq2 results in File S4). 

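Among the 16 Smurf samples, 10353 genes were tested. Between 20 and 30 days 1 gene was called, Scp1 (FBgn0020908, 2R from 2932595 to 2968052; log2FC = −1.57, SE 0.13, edgeR BH-adjusted p = 3.08e-05; lower than the 20-day mean in 6 of 6 samples), with 669 at an unadjusted p under 0.05, and DESeq2 called 4. Between 20 and 40 days 1821 genes were called, 1090 upregulated and 731 downregulated, and DESeq2 called 2320, 1385 of them upregulated. The edgeR count moved most, to 37, when only the samples collected at 1 day were used, and was 1074 without the mixed samples. It also depended on single libraries. It was 463 without the 20-day Smurf 1d-d, 833 without the 20-day Smurf M-4, 898 without the 40-day Smurf 5h-c8, 1048 without the 20-day Smurf 1d-f, and 2622 at most, without the 40-day Smurf 1d-q. The largest increases were those of MtnC (FBgn0038790, 3R from 20360308 to 20360634; log2FC = 3.91, SE 0.61, edgeR BH-adjusted p = 0.0028), CG3819 (FBgn0036833, 3L from 18920430 to 18922108; log2FC = 3.58, SE 0.88, edgeR BH-adjusted p = 0.0157) and Cda9 (FBgn0034197, 2R from 17128480 to 17130334; log2FC = 3.55, SE 0.65, edgeR BH-adjusted p = 0.00667), and the largest decreases those of Scp1 (log2FC = −1.88, SE 0.13, edgeR BH-adjusted p = 2.71e-06), CG6675 (FBgn0032973, 2L from 22108964 to 22110449; log2FC = −1.78, SE 0.45, edgeR BH-adjusted p = 0.0174) and Ddc (FBgn0000422, 2L from 19116483 to 19120306; log2FC = −1.46, SE 0.48, edgeR BH-adjusted p = 0.0477). Each was beyond the 20-day mean in 6 of 6 samples of 40 days. Of these, CG3819 was not called in 1 of the 16 fits that each left out 1 sample (edgeR BH-adjusted p = 0.0564 without the 20-day Smurf 1d-d), CG6675 in 2 and Ddc in 12 of them (adjusted p = 0.0567 without the 20-day Smurf 1d-d and 0.114 without the 20-day Smurf 1d-d). Ddc overlaps CG10561 on the other strand.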

GSEA identified 125 deregulated GO BP categories (Figure 3 and Table S3). 

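Lists of genes for these processes were typed by symbol or taken by symbol family. Between 20 and 40 days in Smurfs, 18 of 37 DNA replication genes were downregulated (median log2FC −0.21, lowest geminin at −0.42), 14 of 29 basal transcription factor genes (median −0.17, lowest Taf9 at −0.44), 9 of 39 spliceosome genes (median −0.11, lowest SmB at −0.43) and 6 of 17 nucleotide excision repair genes (median −0.14, lowest Xpac at −0.36). None was upregulated, and none with RLE size factors either. When adjusted over each list alone, 25, 15, 9 and 6 were called. The rotation test fry of limma gave a BH-adjusted p of 0.011, 0.00376, 0.0188 and 0.0388, respectively, over 117 list tests. Another list test of limma, camera with the correlation between genes estimated, called 0 of these 117, with 14 at an unadjusted p under 0.05. The fall of these lists thus depends on the test. Without the 20-day Smurf 1d-d the counts fell to 4, 0, 1 and 0, with 24, 16, 12 and 6 genes at an unadjusted p under 0.05. In the 1-day samples alone no gene of the 4 lists was called, with 20, 14, 14 and 6 at an unadjusted p under 0.05.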

The majority of the detected categories are associated with RNA processing, transcription, chromatin organisation, DNA replication and repair (ATH6). 

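Of the histone methylation genes trr, Cfp1, Dpy-30L1, Smyd5, NSD, CoRest and Lpt, 6 were downregulated between 20 and 40 days in Smurfs, all but trr (FBgn0023518, X from 1881313 to 1889950; log2FC = −0.22, SE 0.073, edgeR BH-adjusted p = 0.0525; lower in 6 of 6 samples). The mean log2FC of the 7 was −0.25, and all 7 were called when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. The lowest was Dpy-30L1 (FBgn0032293, 2L from 10732653 to 10733307; log2FC = −0.44, SE 0.14, edgeR BH-adjusted p = 0.0375; 6 of 6), which overlaps Nup107 and was not called in 6 of the 16 fits that each left out 1 sample (edgeR BH-adjusted p = 0.1 without the 20-day Smurf 1d-d). Of the Polycomb Repressive Complex 2 genes, esc (FBgn0000588, 2L from 11827204 to 11829405; log2FC = −0.33, SE 0.08, edgeR BH-adjusted p = 0.0153; 6 of 6), which overlaps Pde1c, and Su(z)12 (FBgn0020887, 3L from 19918242 to 19923462; log2FC = −0.23, SE 0.065, edgeR BH-adjusted p = 0.028; 6 of 6) were called, and E(z) (FBgn0000629, 3L from 10634575 to 10638130; log2FC = −0.15, SE 0.051, edgeR BH-adjusted p = 0.0542; 6 of 6) was not. Their mean was −0.24. DESeq2 called all 7 and all 3. Without the 20-day Smurf 1d-d no gene of either group was called, with 7 and 3 at an unadjusted p under 0.05.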

In the case of old Smurfs, we find downregulation of genes involved in histone methylation (*trr*, *Cfp1*, *Dpy‐30L1*, *Smyd5*, *NSD*, *CoRest*, *Lpt*, average log_2_FC ~ −0.26), amongst which genes of the Polycomb Repressive Complex 2 (*esc*, *E*(*z*), *Su*(*z*)*12I*, average log_2_FC ~ −0.24). 

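HDAC1 (FBgn0015805, 3L from 4626734 to 4629467) was lower in 40-day than in 20-day Smurfs (log2FC = −0.18, SE 0.048, edgeR BH-adjusted p = 0.0233; lower than the 20-day mean in 6 of 6). It was not called in 3 of the 16 fits that each left out 1 sample (edgeR BH-adjusted p = 0.1 without the 20-day Smurf 1d-d). Of 8 genes involved in histone acetylation (CG12316, Ing3, Ing5, Taf1, Atac3, Brd8, Spt20 and mof), all had a negative log2FC, with a mean of −0.30, and 5 were called (4 with RLE size factors, 8 with DESeq2). Brd8 (FBgn0039654, 3R from 29223485 to 29226276; log2FC = −0.34, SE 0.072, edgeR BH-adjusted p = 0.00938; 6 of 6), which overlaps CG14507, was called in each fit that left out 1 sample, and the largest decrease, that of Ing3 (FBgn0030945, X from 18650718 to 18653091; log2FC = −0.60, SE 0.22, edgeR BH-adjusted p = 0.0694; 5 of 6), was not called. The count was 1 without the 20-day Smurf 1d-d and 7 without the 40-day Smurf 1d-q.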

We also detect the downregulation of the histone deacetylase *HDAC1* (log_2_FC = −0.18) and genes involved in histone acetylation (as *CG12316*, *Ing3*, *Ing5*, *Taf1*, *Atac3*, *Brd8*, *Spt20*, *mof*, average log_2_FC ~−0.30). Chromatin‐related genes are thus modestly (0 < |log_2_FC| < 1) but broadly decreased in old Smurfs. 

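The 19 genes for histone methylation, the Polycomb Repressive Complex 2, histone acetylation and HDAC1 had a median log2FC of −0.23 between 20 and 40 days in Smurfs. All 19 estimates were negative and 14 genes were called. In the 1-day samples alone none of the methylation genes was called (6 at an unadjusted p under 0.05) and none of the acetylation genes (6). From the lower expression of these genes, the paper concludes that chromatin-related genes decrease modestly but broadly in old Smurfs.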

Interestingly, our proteome analysis shows a significant decrease of H3.3B (log_2_FC = −0.43) and H4 (log_2_FC = −0.54) in Smurfs suggesting a ‘loss of heterochromatin’ (Villeponteau, 1997). Another interesting signal is the DNA repair nodes (‘GO:0006302 double‐strand break repair’, ‘GO:0006281 DNA repair’), where we retrieve 12% of the detected genes as significantly downregulated (average log_2_FC = −0.24). 

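E2f2 (FBgn0024371, 2L from 21154293 to 21156749) fell by 0.18 on the log2 scale between 20 and 40 days in Smurfs (SE 0.059, edgeR BH-adjusted p = 0.0502), with 5 of 6 samples below the 20-day mean. It was thus not called, and it was with DESeq2 (adjusted p = 0.0359), with edgeR on genes with at least 10 counts in every sample (0.0469) and in 2 of the 16 edgeR fits that left out 1 sample (0.00972 without the 40-day Smurf 1d-q, 0.044 without the 30-day Smurf 1d-j). The gene overlaps Mpp6 on the other strand.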

We also retrieved nodes associated with downregulation of genes involved in cell cycle (as cyclins), or their regulators (as *E2f2*, log_2_FC ~ −0.17), which map to the ATH5 (growth factor and regulation of cell cycle). 

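Mtor, listed in the annotation as Mgtor (FBgn0013756, 2R from 11852617 to 11861202), had a log2FC of −0.28 between 20 and 40 days in Smurfs (SE 0.092, edgeR BH-adjusted p = 0.0486; lower than the 20-day mean in 5 of 6). It was not called in 14 of the 16 fits that each left out 1 sample (edgeR BH-adjusted p = 0.148 without the 20-day Smurf 1d-d), nor with RLE size factors. Chro (FBgn0044324, 3L from 22873702 to 22878984; log2FC = −0.19, SE 0.049, edgeR BH-adjusted p = 0.0187; 6 of 6) overlaps asRNA:CR45968 and CG11109. It was not called in 1 of the 16 fits that each left out 1 sample (edgeR BH-adjusted p = 0.0708 without the 20-day Smurf 1d-d).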

Genes involved in spindle organisation during mitosis are also found downregulated (as *Mtor*—log_2_FC ~ −0.28‐ and *Chro*—log_2_FC ~ −0.19‐) suggesting a broad dysregulation of cell proliferation processes.

**FIGURE 3:**
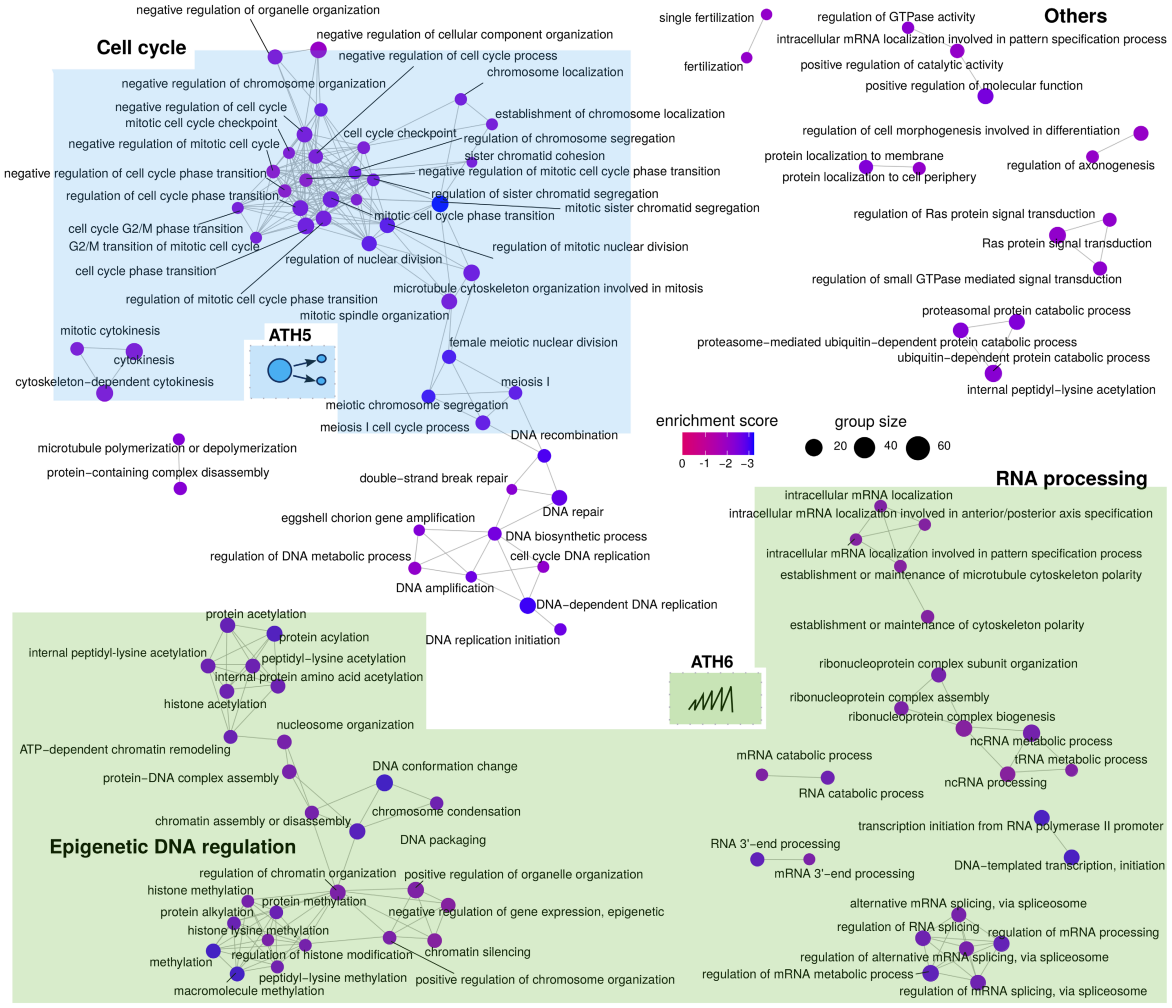
Old Smurfs carry an ageing‐related signal amongst downregulated genes. Results of the Gene Set Enrichment Analysis (GSEA) analysis are represented as in figure. Only downregulated nodes presenting at least one interconnection are represented here. Complete list of deregulated categories can be found in Table S8. GSEA analysis identifies 115 downregulated Gene ontology biological processes categories, which are mostly related to DNA regulation, RNA processing and cell cycle regulation. A few nodes are associated with DNA repair. Interestingly, the signal carried by the old Smurfs maps (at least partially) to the ‘dysregulation in gene expression’ (in green, ATH6) and the ‘reduction in growth factors’ (ATH5) transcriptional ageing markers that were not detected in the Smurf‐specific signature. In addition, the DNA damage nodes show downregulation of genes involved in DNA repair, which has also been discussed as an ageing marker. Interestingly, there are no hubs in the network overlapping with the Smurf‐specific signature of Figure 2, showing that the core Smurf signal is not affected by chronological age. However, the old Smurfs do carry an additional signature compared to their younger counterparts, suggesting the existence of a ‘chronological‐age burden’ that might increase the probability of entering the Smurf pre‐death phase, without however being necessary or sufficient for it.

The old Smurf signature therefore partially carries ATH5 and ATH6, the two hallmarks of transcriptional ageing that we did not detect in the Smurf‐specific signature. It is important to highlight that we do not find Smurf‐related categories in the GSEA output, confirming that young Smurf and old Smurfs indeed do carry the same Smurf signature illustrated in Figure 2. However, our analysis shows that the old Smurfs carry additional transcriptional changes, which mostly relate to transcription and DNA regulation. 

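To follow the Smurf signature across ages, 917 genes upregulated and 981 downregulated in Smurfs were taken from the 20-day samples alone. The score of a sample is the mean log2 CPM of the former minus that of the latter. The 20-day samples, which define the genes, scored −0.033 ± 0.078 (SD, n = 4 non-Smurfs) and 1.63 ± 0.19 (SD, n = 4 Smurfs). At 30 days Smurfs scored 1.63 ± 0.35 (SD, n = 6) and non-Smurfs 0.35 ± 0.22 (SD, n = 6), a difference of 1.28 (exact two-sided permutation test, p = 0.00216, adjusted over 4 comparisons 0.00864). At 40 days Smurfs scored 0.89 ± 0.43 (SD, n = 6) and non-Smurfs 0.46 ± 0.12 (SD, n = 6), a difference of 0.42 (exact p = 0.0325, adjusted 0.0433). The score of Smurfs was thus lower at 40 than at 30 days (−0.75, exact p = 0.0152, adjusted 0.0304), while that of non-Smurfs did not change detectably (0.11, exact p = 0.323, adjusted 0.323). The change in the difference between states, −0.86, was tested by exact permutation of the ages within each state (853776 splits, p = 0.00564). It was between −0.98 and −0.77 with each sample left out in turn (exact p of at most 0.0119), and −0.45 within the 1-day samples alone (exact p = 0.205). Of 1880 genes of this signature tested at each age, 98.2% had the same direction at 30 days and 82.3% at 40 days. The median effect in that direction was 0.58 at 20 days, 0.41 at 30 days and 0.13 at 40 days.

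**Figure D1:**
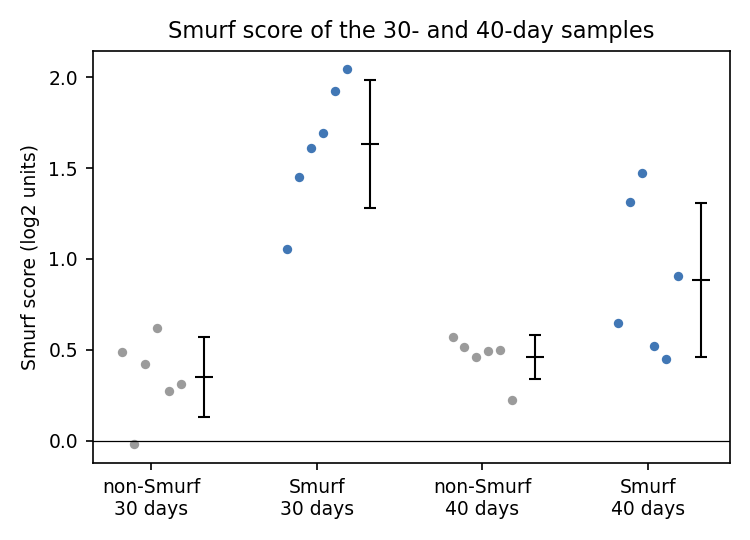
Smurf score of each 30-day and 40-day sample (points) by Smurfness and age, in log2 CPM, with the mean and SD of each group. The score averages genes called at 20 days, so the 20-day groups are apart by construction and are not drawn. At 40 days the 6 Smurfs range from 0.45 to 1.47 and the 6 non-Smurfs from 0.22 to 0.57.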

To investigate whether those are time‐dependent changes, which are weakly carried by old individuals and then enhanced in the Smurf stage of their life, we fitted a per‐gene regression model on all samples, including as explanatory variables Smurfness, time and an interaction term amongst the two. 

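The regression was fitted on the counts of all 32 samples with Smurfness, age in days and their product as terms, and 10052 genes were tested. The slope on age in non-Smurfs was significant for 170 genes, 152 of them rising, and the interaction of age with Smurfness for 25 genes, 22 of them with a higher slope in Smurfs. DESeq2 called 359 and 180. The number of genes with a slope ranged from 27 to 405 with each sample left out, lowest without the 20-day non-Smurf 1d-c and highest without the 40-day non-Smurf M-13. That of the interaction ranged from 5 (without the 20-day Smurf M-4) to 94 (without the 20-day Smurf 1d-f), and none was called without the mixed samples, with 1017 at an unadjusted p under 0.05. Expressed per 20 days, the largest rising slopes were those of lectin-24A (FBgn0040104, 2L from 3716800 to 3717773; log2FC = 3.59, SE 0.79, edgeR BH-adjusted p = 0.0164), Diedel (FBgn0039666, 3R from 29493852 to 29494267; log2FC = 3.33, SE 0.85, edgeR BH-adjusted p = 0.0374) and Gnmt (FBgn0038074, 3R from 12674608 to 12676084; log2FC = 3.24, SE 0.43, edgeR BH-adjusted p = 8.78e-05), and the steepest falling slope that of Scp1 (log2FC = −1.93, SE 0.22, edgeR BH-adjusted p = 9.29e-06). The interaction was largest for MtnC (log2FC = 3.45, SE 0.66, edgeR BH-adjusted p = 0.0169) and Cda9 (log2FC = 3.11, SE 0.58, edgeR BH-adjusted p = 0.0169). lectin-24A was not called in 2 of the 32 fits that each left out 1 sample (edgeR BH-adjusted p = 0.0927 without the 40-day non-Smurf 5h-c6), Diedel in 6 and MtnC in 1.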

We then performed GSEA on the list of genes presenting significant coefficients (*F* statistic, list of significant coefficients in File S5). The RNA processing categories (as well as the ‘chromosome organization’) were detected as significantly affected by time, suggesting that the deregulation trends for such processes may already be present in the non‐Smurfs.

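No gene of the lists for RNA processing and DNA replication was called between 20 and 40 days in non-Smurfs, and most had a negative log2FC. The log2FC was negative for 38 of 39 spliceosome genes (median −0.11), with no gene called and 8 at an unadjusted p under 0.05, and for 27 of 28 basal transcription factor genes tested (median −0.087), with 1 at an unadjusted p under 0.05. It was negative for 35 of 37 DNA replication genes (median −0.14; 4 at an unadjusted p under 0.05). Genes of a list are not independent, and neither fry (BH-adjusted p = 0.0649 for the spliceosome, 0.231 for the basal transcription factors and 0.254 for DNA replication) nor camera (0.413, 0.6 and 0.61) called a fall of these lists, while camera with the correlation between genes preset at 0.01 called each (7.11e-06, 0.00172 and 1.9e-05). Of the spliceosome genes 4 were called in the 1-day samples alone. Medians stayed negative with RLE size factors (−0.085 for the basal transcription factors).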

### 2.4 Removing the Smurf‐specific signature unveils the transcriptional effects of chronological age

In order to confirm the Smurf‐specificity of the signature described above, we removed Smurf samples from the study and compared the non‐Smurfs over time. 

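In the 16 non-Smurf samples, 10260 genes were tested. For 40 against 20 days 194 were called, 161 upregulated and 33 downregulated, and DESeq2 called 526, of which 415 were upregulated. The edgeR count was 39 without the 20-day non-Smurf 1d-a and 409 without the 40-day non-Smurf M-13, and among the other alternatives it ranged from 126 without the mixed samples to 493 in the 1-day samples alone. Between 20 and 30 days 1 gene was called, Scp1 (log2FC = −1.64, SE 0.14, edgeR BH-adjusted p = 1.95e-05; lower in 6 of 6 samples), with 796 at an unadjusted p under 0.05; DESeq2 called 57, and up to 7 were called without the 30-day non-Smurf 5h-c1. The largest increases between 20 and 40 days were those of Gnmt (FBgn0038074, 3R from 12674608 to 12676084; log2FC = 3.35, SE 0.41, edgeR BH-adjusted p = 0.00189), which overlaps CG43630, AttC (FBgn0041579, 2R from 13393705 to 13394667; log2FC = 2.79, SE 0.62, edgeR BH-adjusted p = 0.0331) and CG43085 (FBgn0262531, 3L from 17645486 to 17646737; log2FC = 2.73, SE 0.67, edgeR BH-adjusted p = 0.0473). AttC was not called in 4 of the 16 fits that each left out 1 sample (edgeR BH-adjusted p = 0.116 without the 20-day non-Smurf 1d-c) and CG43085 in 12 of them (adjusted p = 0.164 without the 20-day non-Smurf 1d-c). The largest decreases were those of the eggshell gene yellow-g2 (FBgn0035328, 3L from 2276550 to 2278038; log2FC = −7.62, SE 1.13, edgeR BH-adjusted p = 0.004), CG43333 (FBgn0263038, 2L from 14163508 to 14180686; log2FC = −6.30, SE 1.02, edgeR BH-adjusted p = 0.00715) and CG13114 (FBgn0032127, 2L from 9545811 to 9547424; log2FC = −5.49, SE 0.97, edgeR BH-adjusted p = 0.0113). The estimate of CG43333 rests on few counts at 40 days (a mean of 0.149 CPM). All 6 genes were beyond the 20-day mean in 6 of 6 samples of 40 days.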

Only 526 DEGs were found when comparing 20‐ and 40‐days‐old non‐Smurfs (and 57 when comparing 20 and 30 days old non‐Smurfs) (DESeq2 results in File S6). 59% of these genes are overlapping with Smurf‐specific DEGs. 

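Of the 194 genes called between 20 and 40 days in non-Smurfs, 88 (45.4%; 95% Wilson interval 38.5 to 52.4) were also called between Smurfs and non-Smurfs, against 22.7% of all genes tested. The interval treats genes as independent, which they are not, and leaves out the spread between samples. Of the 88, 87 changed in the same direction with age as with Smurfness. With DESeq2 for both comparisons the overlap was 252 of 526 (47.9%). The non-Smurf libraries enter both comparisons, so counts were simulated in which age effects fell on random genes. Where the simulated effects were in Smurfs and non-Smurfs alike, the share was 4.58% (median of 20 simulations, 2.21 to 9.02). Where they were in non-Smurfs only it was 88.9% (84.7 to 95.6), with 0.72% of the non-Smurf DEGs shared in the same direction. In the data this last share was 44.8%, above all 40 simulations. The simulations could hardly give a large share in the same direction. Their age effects fell on random genes, and a rise in non-Smurfs only lowers the difference of Smurfs from non-Smurfs. With only the 30-day non-Smurfs compared with the Smurfs, no non-Smurf library of 20 or 40 days entered both comparisons. The 30-day libraries still did, since the 194 genes come from a fit of all non-Smurfs. In this setting 897 genes were called for Smurfness and the overlap was 61 genes (31.4%), against 8.45% of all genes tested.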

Twenty‐two GO BP deregulated categories were found by GSEA (Figure 4a and Table S4). 

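In 4 lists of genes described as falling with age, no gene was called between 20 and 40 days in non-Smurfs. The median log2FC was −0.098 for the respiratory complexes (62 of 80 genes negative, 5 at an unadjusted p under 0.05), −0.14 for 71 mitochondrial ribosomal proteins (16 at an unadjusted p under 0.05), −0.044 for the cytosolic ribosomal proteins (none) and −0.081 for Idh3a, Idh3b, Mdh1 and Mdh2 (none). In the comparison of Smurfs with non-Smurfs these medians were −0.17, −0.10, −0.069 and −0.21, so that for the mitochondrial ribosomal proteins the one with age was the larger. With age, the mitochondrial ribosomal proteins as a list had a BH-adjusted p of 0.0469 with fry and 0.413 with camera, and with Smurfness of 0.00169 and 0.393. Between Smurfs and non-Smurfs, 20 of the 71 mitochondrial ribosomal proteins were downregulated (32 when adjusted over the list alone), with 70 estimates negative. That count was 15 with RLE size factors and ranged from 13 without the 30-day non-Smurf 1d-g to 27 without the 40-day non-Smurf 1d-o. Of the cytosolic ribosomal proteins, 75 of 81 had a negative log2FC and none was called (6 at an unadjusted p under 0.05). Whether the effect of Smurfness on these lists differs from that of age was not tested.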

Overall, the genes that are known as being downregulated with ageing are actually downregulated mostly in Smurfs (Figure 5b, point i), with little to no effect associated with chronological age (Figure 4b, point ii). The largest overlap is observed for the immune response pathways (ATH1, increased inflammation). Out of the overlapping genes (20), 50% are AMPs, produced downstream the pathway. 

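Between 20 and 40 days in non-Smurfs, dl had a log2FC of 0.18 (SE 0.053, edgeR BH-adjusted p = 0.0998; above the 20-day mean in 5 of 6 samples). That of Rel was 0.43 (SE 0.12, edgeR BH-adjusted p = 0.0797; 6 of 6). Neither was called. With DESeq2 Rel was (adjusted p = 0.0164) and dl was not (0.0668), and with edgeR Rel was called with time of collection as a factor (0.0474) and dl without the 40-day non-Smurf M-13 (0.0119).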

We do not find significant deregulation of the *dl* transcription factor (TF) (Smurf significant log_2_FC = 0.27), while *rel* is upregulated (log_2_FC = 0.42, while for the Smurfs we detected a log_2_FC of 0.61). These results suggest that the immune response is active in the old non‐Smurf but to a lower extent than in Smurfs.

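Between 20 and 40 days in non-Smurfs the 8 AMP genes all rose, with a mean log2FC of 2.93. CecB was at or under 3 counts in each 20-day non-Smurf and at least 15-fold higher at 40 days, and with it set to this bound the mean was 2.75. No AMP gene was called with edgeR over all genes and 8 had an unadjusted p under 0.05, while 8 were called when adjusted over the list alone and 5 with DESeq2. In the fits that each left out 1 sample, 1 was called, Drs without the 20-day non-Smurf M-1 (edgeR BH-adjusted p = 0.0149). The difference between Smurfs and non-Smurfs in the mean log2 CPM of these genes was 3.01 at 30 days (exact two-sided permutation test, p = 0.00216) and 1.08 at 40 days (exact p = 0.16). The change between these ages, −1.93, had an exact permutation p of 0.0432, and 0.328 after BH adjustment over 38 lists. In the 40-day non-Smurfs 1 sample, 1d-o, was far above the others for the immune genes labelled in Fig. 1b, at 7.82 log2 CPM against 3.64 to 4.88. From the overlap with the immune genes of Smurfs, from dl, which it did not find deregulated, and from Rel, which it found upregulated by less than in Smurfs, the paper proposes that the immune response is active in old non-Smurfs to a lower extent than in Smurfs.

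**Figure D2:**
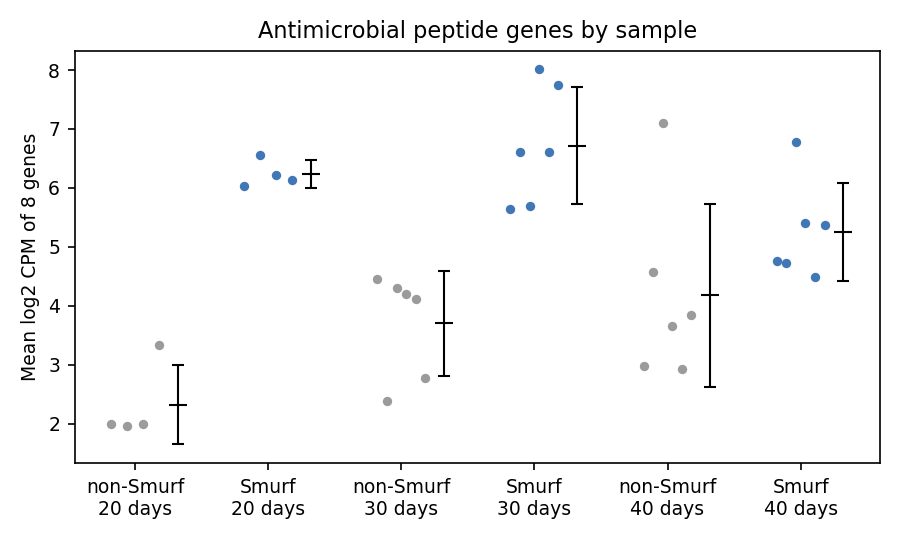
Mean log2 CPM of the 8 AMP genes in each sample (points) by Smurfness and age, with the mean and SD of each group. The difference between Smurfs and non-Smurfs was 3.01 at 30 days and 1.08 at 40 days.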

**FIGURE 4:**
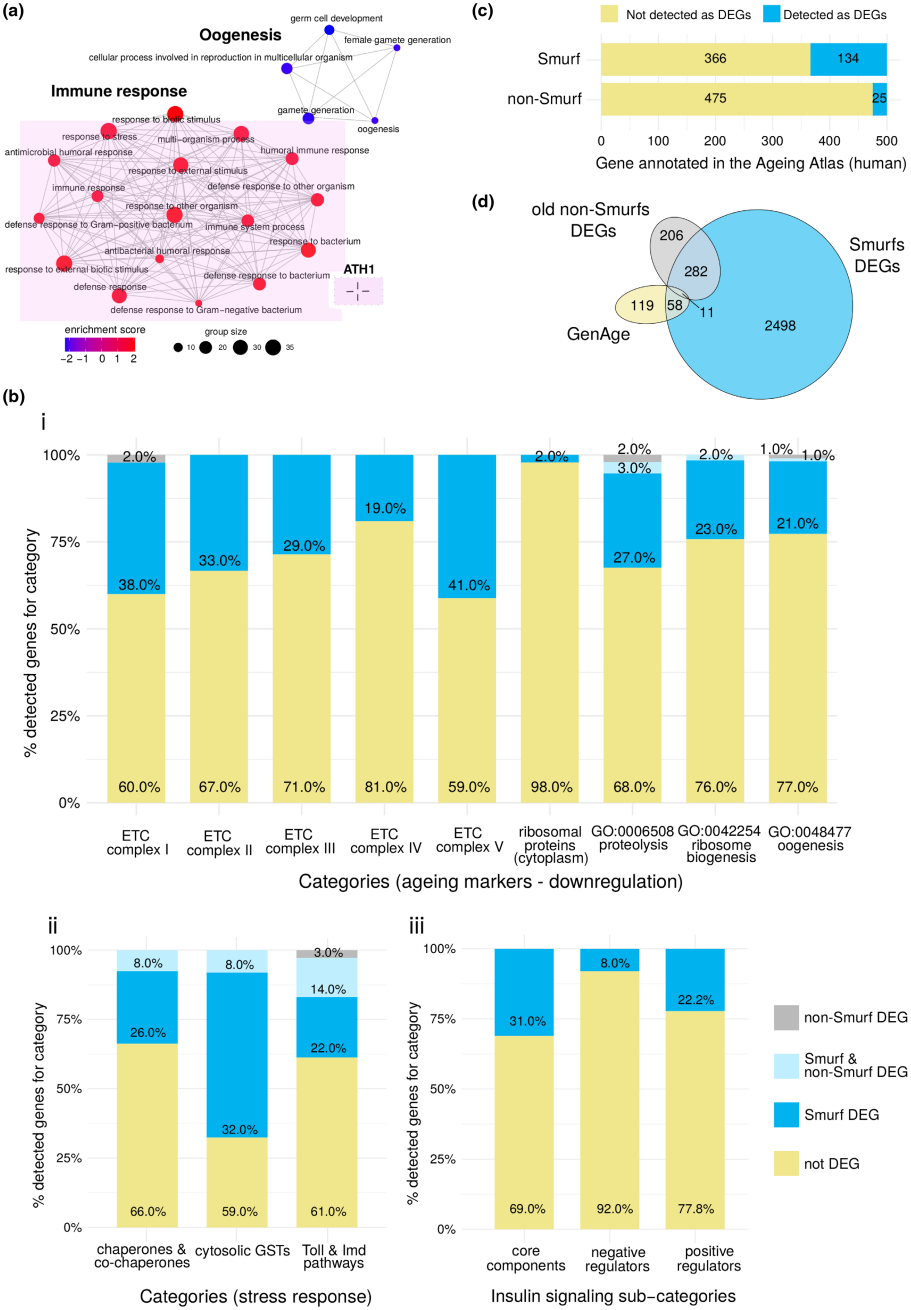
Smurfness is a better predictor of transcriptional ageing markers than chronological age. (a) Gene Set Enrichment Analysis (GSEA) analysis (Gene ontology (GO) biological processes (BP) categories) on old non‐Smurf‐specific genes. Results are represented as in Figure 2. GSEA analysis identifies 22 deregulated GO BP categories, related to immune response (upregulation, in red) and oogenesis (downregulation in blue). The analysis carried on chronological age can therefore detect only one hallmark of transcriptional ageing (Frenk & Houseley, 2018) (ATH1, for representation of transcriptional hallmarks, see Figure 2). (b) Manual mapping of Smurf and old non‐Smurf differentially expressed genes (DEGs) on ageing processes. For each process, the histograms represent the percentage of genes mapping to it but not detected as DEGs in our analysis (yellow), detected as Smurf DEGs (blue), detected as both Smurf and non‐Smurf DEGs (light blue) or only detected in the old non‐Smurf DEGs (grey). When not stated otherwise, the gene lists are retrieved from Flybase. Genes described as downregulated with ageing (i) are mostly detected only in Smurfs, with the exception of structural ribosomal proteins, whose downregulation is not significant in Smurfs. For the processes described as upregulated with ageing (ii), the Smurf samples do retrieve more information than the non‐Smurfs, with the last however carrying more signal than in the case of the downregulated genes, especially for the immune response; as already showed in (a). Similarly, the IIS pathway displays deregulation in the Smurfs, while no gene is detected as deregulated when looking only at chronological age (iii). (c) Mapping of Smurf and non‐Smurf DEGs to human ageing‐related genes (annotated in the Ageing Atlas). The Ageing Atlas annotates 500 human ageing‐related genes. All of those have orthologs in Drosophila, which are all present in our dataset. By studying the Smurf phenotype, we can detect 134 genes out of the annotated 500. The number of detected genes drops to 25 when using chronological age only as an ageing marker. (d) Longevity genes and Smurfness. The Venn diagram shows the overlap between the annotated longevity genes in Drosophila (GenAge), the Smurf DEGs and the non‐Smurf DEGs. While Smurf‐centred analysis retrieves ~37% of the longevity genes, the non‐Smurf centred analysis only retrieves ~6%, not adding information to what was already detected by the Smurf analysis.

**FIGURE 5:**
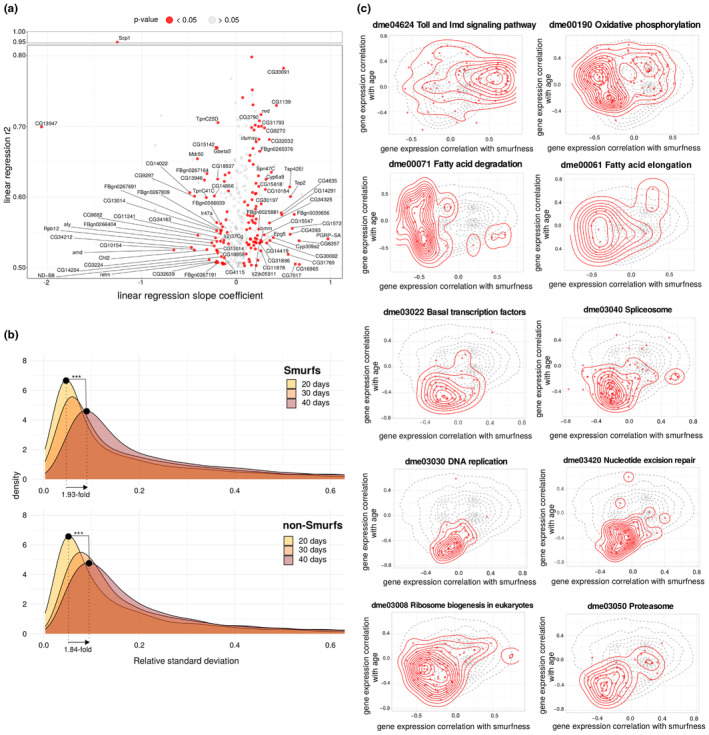
Chronological age and Smurfness respective effects on the transcriptome. (a) Linear regression of gene expression in non‐Smurfs over time. The *r* ^2^ of the applied linear model is plotted as a function of the slope coefficient. Only genes non differentially expressed in Smurfs are plotted, in order to focus on a possible weak age‐related non‐Smurf signal. Genes presenting a significant slope are plotted in red. (b) Chronological age effect on transcriptional heterogeneity. The relative standard deviation (RSD) densities are plotted for the different ages group (Smurf and non‐Smurf). The tail of the distribution is cut at RSD = 0.6 for illustration purposes. Smurfs and non‐Smurfs present a similar behaviour, with the peak of the distribution showing an almost 2‐fold increase from 20 to 40 days (peak_S20_ = 0.046, peak_S40_ = 0.089, peak_NS20_ = 0.051, peak_NS40_ = 0.094), showing the effect of chronological age on transcriptional noise. ***p < 10^−16^ (KS statistic). (c) Effect of Smurfness and chronological age on biological pathways. Smurfness and chronological age both affect the biology of the individual. Here, we show how some pathways are affected by age and Smurfness, respectively. Dotted line in the background corresponds to the density of all the genes analysed. Red points and density correspond to the genes mapping to the pathway (Kyoto Encyclopedia of Genes and Genomes database) of interest. The statistics was assessed using the Fasano‐Franceschini test (FDR adjusted *p*‐value). Toll and Imd pathways (*r*_smurf_ = 0.248, *r*_age_ = 0.080, *p* = 5.2e^−06^), oxidative phosphorylation (ETC genes, *r*_smurf_ = −0.217, *r*_age_ = 0.088, *p* = 4.5e^−15^), fatty acid degradation (*r*_smurf_ = −0.388, *r*_age_ = −0.063, *p* = 4.3e^−09^) and fatty acid elongation (*r*_smurf_ = −0.255, *r*_age_ = −0.031, *p* = 3.8e^−03^) are mostly correlating with smurfness; spliceosome (*r*_smurf_ = − 0.124, *r*_age_ = −0.288, *p* = 1.5e^−17^), basal TFs (*r*_smurf_ = −0.096, *r*_age_ = −0.318, *p* = 3.1e^−08^), DNA replication (*r*_smurf_ = −0.070, *r*_age_ = −0.393, *p* = 2.2e^−09^) and repair (Nucleotide excision repair, *r*_smurf_ = −0.073, *r*_age_ = −0.338, *p* = 1.2e^−10^) are mostly correlating with age; ribosome biogenesis (*r*_smurf_ = −0.203, *r*_age_ = −0.159, *p* = 4.0e^−10^) and proteasome (*r*_smurf_ = −0.166, *r*_age_ = −0.276, *p* = 3.5e^−09^) appear to occupy a zone of similar correlation with both Smurfness and age (with the peak of the density for the ribosomal pathway occupying a zone of high correlation with Smurfness, as expected given the results obtain in our analysis ‐Figures 2 and 3).

Regarding the genes mapping to the insulin‐like receptor signalling (IIS) pathway (Figure 5b, point iii), we do not detect any deregulation in the non‐Smurfs, with IIS core components being affected only in Smurfs. 

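Between 20 and 40 days in non-Smurfs none of the 7 IIS pathway genes InR, chico, Akt, mTor, raptor, foxo and Thor was called, also when adjusted over the list alone, and 2 had an unadjusted p under 0.05. Their mean log2FC was 0.098 ± 0.17 (SD over 7 genes), against 0.24 ± 0.26 in the comparison of Smurfs with non-Smurfs, in which 4 were upregulated in each fit that left out 1 sample. The difference between these effects was not tested.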

While no significant change is detected for the *Ilp* genes (insulin‐like peptides activating the pathway), we find low but significant upregulation of *Inr* (receptor, log_2_FC = 0.42), *chico* (first kinase of the cascade, log_2_FC 0.23) and the kinase *Akt1* (log_2_FC = 0.18). 

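InR (FBgn0283499, 3R from 21570248 to 21619321) was above the non-Smurf mean in 13 of 16 Smurfs (log2FC = 0.41, SE 0.10, edgeR BH-adjusted p = 0.00285), chico (FBgn0024248, 2L from 10242512 to 10247078) in 16 of 16 (log2FC = 0.22, SE 0.061, edgeR BH-adjusted p = 0.00839) and Akt (FBgn0010379, 3R from 16099228 to 16105670) in 16 of 16 (log2FC = 0.17, SE 0.037, edgeR BH-adjusted p = 0.00106). All 3 were called in each fit that left out 1 sample. InR overlaps lncRNA:CR44034 and lncRNA:Irar, and chico overlaps asRNA:CR44995 on the other strand. Of the 8 Ilp genes detected, Ilp1, Ilp4 and Ilp5 had too few counts to be tested, and of the other 5 only Ilp8 (FBgn0036690, 3L from 17029812 to 17032080; log2FC = −0.46, SE 0.10, edgeR BH-adjusted p = 0.00103) was called, with 16 of 16 Smurfs below the non-Smurf mean. Ilp8 overlaps lncRNA:CR45756 and CG7730.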

*Inr* and *chico* are well‐described longevity genes in Drosophila, positively affecting ageing when negatively modulated (Clancy et al., 2001; Tatar et al., 2001). 

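mTor (FBgn0021796, 2L from 13004480 to 13013197; log2FC = 0.046, SE 0.044, edgeR BH-adjusted p = 0.479; above the non-Smurf mean in 11 of 16 Smurfs) and foxo (FBgn0038197, 3R from 14056945 to 14087978; log2FC = 0.086, SE 0.04, edgeR BH-adjusted p = 0.114; 13 of 16) were not called in the comparison of Smurfs with non-Smurfs. Of these, foxo was called with the collection event as a block and with at least 10 counts in every sample. In the 5-hour samples alone the log2FC of mTor was −0.12 (edgeR BH-adjusted p = 0.315). raptor (FBgn0029840, X from 6082634 to 6090201), which overlaps Mipp2 and asRNA:CR44959, had a log2FC of 0.0071 (SE 0.066, edgeR BH-adjusted p = 0.949; 9 of 16), and its sign changed between alternatives, down to −0.050 in the 5-hour samples alone.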

No significant changes are detected for the Drosophila mTOR genes *Tor* and *raptor*, nor *foxo*. However, we find significant upregulation of *Thor*, coding for the homologous mammalian translation initiation factor 4E‐BP, a *foxo* target of which the upregulation was already described at the protein level in Smurfs (Rera et al., 2012).

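Thor (FBgn0261560, 2L from 3478434 to 3479612) was above the non-Smurf mean in 16 of 16 Smurfs (log2FC = 0.75, SE 0.11, edgeR BH-adjusted p = 2.97e-05), and it was called in each of the 32 fits that left out 1 sample.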

Our dataset contains all the orthologs of the 500 human genes associated with ageing present in the Ageing Atlas (Aging Atlas Consortium, 2021) (Tables S5 and S6). We find that 26.8% of these genes are present in the Smurf list (121 Drosophila genes corresponding to 134 human genes), while only 4% are present in the old non‐Smurfs (24 Drosophila genes corresponding to 25 human genes) (Figure 4c).

Over the past 40 years, numerous genes have been shown to modulate ageing when artificially deregulated. We explored whether our list of DEGs is overlapping these ‘longevity genes’. Out of the 201 Drosophila longevity genes annotated in GenAge (Tacutu et al., 2018), 188 are present in our dataset. Smurfs DEGs allow the detection of 37% of them, while the old non‐Smurf DEGs detect only 6% (Figure 4d and Tables S7 and S8). Furthermore, all the longevity genes present in the non‐Smurf DEGs are also present in the Smurf DEGs.

Taken together, the results show that Smurfness predicts ageing‐associated changes described in the literature better than chronological age.

### 2.5 Identifying weak chronological age‐dependent signature

In light of the evidence that most of the transcriptional alterations described as age‐related are Smurf‐specific, with only a small part of the signal retrieved in old non‐Smurfs (Figure 4), we wondered whether weaker but relevant age‐related changes might be present in non‐Smurfs but missed by the DESeq2 approach. We therefore regressed gene expression data on chronological age (20, 30, 40 days) in the non‐Smurfs using a linear model. After filtering for significance to *F*‐test (*p* < 0.05) and *R* ^2^ (>0.5), we identified 301 genes (207 showing an increasing expression with time, 94 decreasing) (Table S9). 

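The log2 CPM of each gene (TMM, prior count 2) were regressed on age by least squares over the 16 non-Smurf samples, and 10260 genes were tested. With an unadjusted F-test p under 0.05 and R2 above 0.5, as in the paper, 268 genes were retained, 211 rising and 57 falling with age. Of these, 114 (42.5%) were also called between Smurfs and non-Smurfs. With an adjusted p under 0.05 in place of the unadjusted one, 118 genes were retained, and without the mixed samples 598, the alternative that moved the count most. It ranged from 221 without the 20-day non-Smurf 1d-c to 515 without the 40-day non-Smurf M-13. When the ages were permuted over the samples, 2 of 100 arrangements, the real one included, gave as many genes.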

51.6% of these genes also belong to the Smurf DEGs. We focused on the 146 remaining genes (93 with positive slope and 53 negative). 

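Removing the genes called between Smurfs and non-Smurfs left 154 genes, 119 rising and 35 falling with age. With vst values in place of log2 CPM, 158 were left (121 and 37), and without the mixed samples 374 (218 and 156). With each sample left out, the number falling ranged from 28 without the 40-day non-Smurf 5h-c5 to 117 without the 40-day non-Smurf M-13.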

Results are presented in Figure 5a. No enrichment in GO categories was found (GOrilla enrichment; Eden et al., 2009, using the whole set of detected genes as background), suggesting that once the Smurf signal is removed, no strong coherent deregulation can be detected in the non‐Smurfs in our dataset. Nevertheless, Figure 2a shows the old non‐Smurf samples to cluster with old Smurf samples. This is supported by the decreasing number of detected DEGs between age‐matched Smurf and non‐Smurfs with chronological age (Figure S11).

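Smurfs and non-Smurfs of the same age were compared within 20, 30 and 40 days. At 20 days (4 against 4 samples) 1898 genes were called, 917 upregulated and 981 downregulated, at 30 days (6 against 6) 1450, 851 and 599, and at 40 days (6 against 6) none, with 650 at an unadjusted p under 0.05. With DESeq2 the counts were 2187, 1996 and 24. In the 1-day samples alone, with 3 samples per group at each age, the counts were 1093, 17 and 0, with 2517, 2038 and 362 genes at an unadjusted p under 0.05. The count at 20 days ranged from 1145 without the 20-day non-Smurf 1d-b to 2116 without the 20-day non-Smurf 1d-c, and that at 30 days from 898 without the 30-day non-Smurf M-7 to 1759 without the 30-day non-Smurf 5h-c1. At 40 days it was 0 in every such fit. The change of the Smurf effect between 20 and 40 days, tested as an interaction in all 32 samples, was significant for 27 genes, 23 of them with a higher value at 40 days; DESeq2 called 131. No gene was called for the interaction without the mixed samples, with 882 at an unadjusted p under 0.05. The largest effects at 20 days were those of CecA1 (FBgn0000276, 3R from 30210874 to 30211273; log2FC = 4.81, SE 0.41, edgeR BH-adjusted p = 0.000386) and AttB (FBgn0041581, 2R from 14749223 to 14750165; log2FC = 4.47, SE 0.39, edgeR BH-adjusted p = 0.000461), each above the non-Smurf mean in 4 of 4 samples, and of CecB, at least 43.8-fold higher in Smurfs. At 30 days they were those of edin (log2FC = 5.43, SE 0.98, edgeR BH-adjusted p = 0.00453) and Vm32E (log2FC = −5.37, SE 0.76, edgeR BH-adjusted p = 0.00161), both in 6 of 6. The paper takes the decreasing number of DEGs as support for the clustering of old non-Smurfs with old Smurfs.

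**Figure D3:**
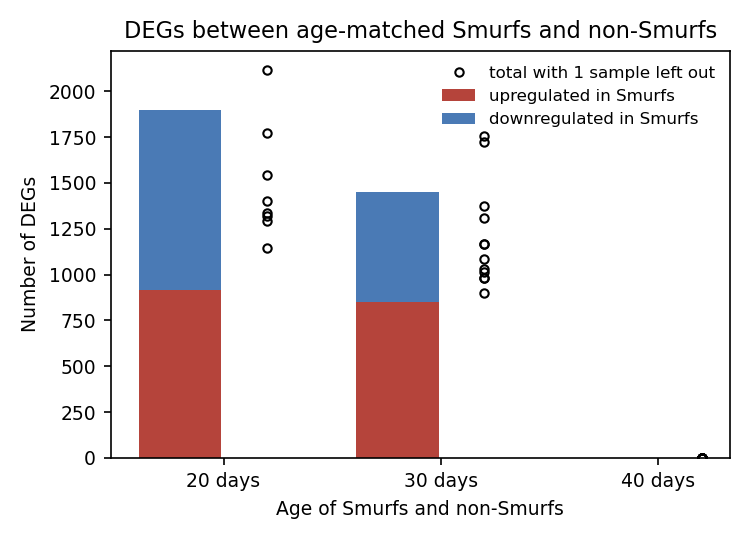
Number of genes called between Smurfs and non-Smurfs at 20, 30 and 40 days (bars, upregulated and downregulated). Circles are the totals of the fits that each left out 1 sample. The totals of the bars are 1898, 1450 and 0 genes.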

Ageing has been reported as increasing the gene expression heterogeneity in a variety of organisms, tissues and cell types (Bahar et al., 2006; Brinkmeyer‐Langford et al., 2016; Enge et al., 2017; Işıldak et al., 2020; Kedlian et al., 2019; Martinez‐Jimenez et al., 2017; Perez‐Gomez et al., 2020; Somel et al., 2006) (ATH6). We computed the relative standard deviation (RSD) of each gene for each group (Smurfness and age), plotted the distributions of the RSD across groups and compared them using the Kolmogrov–Smirnov (KS) statistic (Figure 5b). 

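The relative standard deviation (RSD) of each gene was its SD divided by its mean, over counts divided by median-of-ratios size factors, within each group of Smurfness and age. For the 3908 genes with a mean above 1000 normalized counts, the median RSD at 40 days was 2.13 times that at 20 days in Smurfs and 1.70 times in non-Smurfs. The ratio was 1.57 and 1.51 for the 4263 genes between 100 and 1000, 1.28 and 1.10 for the 1881 between 10 and 100, and 1.07 and 0.961 for the 5312 under 10 normalized counts, for which counting noise is a large part of the spread.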

All genes are affected, independently of their expression levels (Figure S12). In both Smurfs and non‐Smurfs, the peak of the RSD distribution shifts towards the right with age (1.93‐fold increase for the Smurfs, and 1.84‐fold for the non‐Smurfs) suggesting that gene expression increases in heterogeneity as a function of chronological age with milder changes at the Smurf transition.

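The peak of the RSD distribution was at 0.0543, 0.0718 and 0.103 in Smurfs of 20, 30 and 40 days, and at 0.0584, 0.0885 and 0.106 in non-Smurfs. The peak at 40 days was 1.89 times that at 20 days in Smurfs and 1.81 times in non-Smurfs. Since genes are not independent replicates, the ages were permuted over the 10 samples of 20 and 40 days after each gene was scaled to equal group means. The ratio of the medians was then 1.57 in Smurfs (exact two-sided permutation test over 210 splits, p = 0.0476, adjusted over the 2 tests 0.0952) and 1.43 in non-Smurfs (exact p = 0.2, adjusted 0.2). The ratio of the peaks in Smurfs was lowest without the 40-day Smurf 1d-q (1.49) and highest without the 20-day Smurf 1d-d (2.24), and in non-Smurfs it ranged from 1.26 without the 40-day non-Smurf 1d-o to 2.22 without the 20-day non-Smurf 1d-c. In the 1-day samples alone it was 1.87 and 1.86. The 20-day groups hold only mixed and 1-day samples. With only such samples at 30 days, the peak in non-Smurfs was 0.0539, not above the 0.0584 at 20 days. In the 1-day samples alone it was 0.0452 at 30 days and 0.0500 at 20 days. The rise from 20 to 30 days in non-Smurfs thus depended on the samples used. In Smurfs the peak stayed higher at 30 than at 20 days (0.06455 against 0.0543, and 0.0548 against 0.0501 in the 1-day samples). From the shift of the peak in both states, the paper proposes that the heterogeneity of gene expression increases with chronological age, with milder changes at the Smurf transition.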

In brief, our results show that four out of six transcriptional ageing markers (ATH1‐4) are specific to the Smurf phenotype, independently of their chronological age (Figure 2). On the other hand, the alteration in chromatin‐related genes and mRNA processing, as well as cell cycle genes (together with a weaker DNA repair signal) appear to be exclusively carried by the old Smurfs (ATH 5–6) (Figure 3). We could not identify BP strictly related to the old non‐Smurfs compared to their young counterparts (Figure 4). However, the increased heterogeneity in gene expression (ATH6) appears to be primarily affected by chronological age (Figure 5b). In order to visually represent the relative effect of both the chronological and biological age, we computed the correlation of individual gene expression with each. We identified 113 annotated KEGG pathways where at least 10 genes present in our dataset are mapped. We finally obtained 48 correlating (Fasano‐Franceschini test (Fasano & Franceschini, 1987), FDR for *p*‐value correction) with Smurfness (Table S10) and 38 correlating with chronological age (Table S11). Figure 5c shows the Toll and Imd pathways mostly displaying positive correlation with Smurfness; the ETC (oxidative phosphorylation pathway) and fatty acid degradation/elongation mostly negatively correlates with Smurfness, while showing a lower correlation with age. 

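The correlation of each gene's log2 CPM with Smurfness and with age was computed over the 32 samples, for 10529 genes, and summarized as the median r of a list of genes, with its percentile among 10000 random lists of the same size and mean expression. Genes are not independent replicates, so the percentiles describe these samples. The median r of all genes was 0.021 with Smurfness and −0.027 with age. For the 8 AMP genes it was 0.713 with Smurfness (percentile 100) and 0.047 with age (62.3). The 82 genes of the respiratory complexes had −0.382 (percentile 0) and 0.045 (99.9), and the 3 fatty acid synthesis genes FASN1, ACC and eloF −0.469 (2.12) and 0.278 (91.1). Of 39 lists, 24 had a larger median correlation with Smurfness than with age in absolute value, and 23 with Spearman's rho.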

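The median r of a list with age and with Smurfness, over the 32 samples, was −0.458 and −0.192 for 39 spliceosome genes, −0.464 and −0.130 for 28 basal transcription factor genes, −0.493 and −0.035 for 37 DNA replication genes, and −0.390 and −0.102 for 17 nucleotide excision repair genes. Among random lists of the same size and mean expression, these medians with age were at percentiles 0, 0, 0 and 0.65, and those with Smurfness at 0.27, 5.34, 23.4 and 16.4. With counts not put on a log scale the medians with age were between −0.497 and −0.375.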

Interestingly, transcription‐related pathways (spliceosome and basal TF) as well as DNA amplification and repair pathways show a higher negative correlation to chronological age compared to Smurfness. Finally, the proteasome and ribosome biogenesis seem equally affected by chronological age and Smurfness.

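For 32 proteasome genes the median r was −0.272 with Smurfness (percentile 0 among random lists) and −0.433 with age (0.04). For 32 ribosome biogenesis genes it was −0.345 with Smurfness (percentile 0) and −0.286 with age (4.38).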

### 2.6 Using Smurfness to identify new ‘longevity genes’

We decided to investigate whether altered expression of TFs could explain the transcriptional signature of Smurfs. We identified 102 TFs showing altered expression in Smurfs (77 upregulated, 25 downregulated, Table S12) out of the 629 annotated in Flybase. In order to reduce the potential functional redundancy in this list, we used i‐cisTartget (Herrmann et al., 2012; Imrichová et al., 2015) to predict putative upstream regulators of the Smurf‐deregulated TFs. We selected the hits presenting a score above 4 (3 being the recommended minimum threshold). Second, to avoid limiting our selection criteria only to TFs, we applied the same i‐cisTarget algorithm to genes showing at least a 4‐fold difference (|log_2_FC| > 2). Results are shown in Table S13. 

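Of the 8 transcription factors of Table 1 listed as upregulated in Smurfs, 5 were tested with edgeR and all 5 were upregulated, also when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. They were Ets21C (FBgn0005660, 2L from 544925 to 552923; log2FC = 1.81, SE 0.26, edgeR BH-adjusted p = 2e-05; above the non-Smurf mean in 16 of 16 Smurfs), kay (FBgn0001297, 3R from 29765995 to 29794113; log2FC = 0.52, SE 0.094, edgeR BH-adjusted p = 0.000249; 16 of 16), FoxP (FBgn0262477, 3R from 9726020 to 9730872; log2FC = 0.53, SE 0.15, edgeR BH-adjusted p = 0.0139; 14 of 16), Nf-YB (FBgn0032816, 2L from 19736044 to 19737088; log2FC = 0.20, SE 0.057, edgeR BH-adjusted p = 0.0107; 14 of 16) and Mef2 (FBgn0011656, 2R from 9913496 to 9958858; log2FC = 0.07, SE 0.026, edgeR BH-adjusted p = 0.0476; 15 of 16). Mef2 was not called in 20 of the 32 fits that each left out 1 sample (edgeR BH-adjusted p = 0.0783 without the 20-day non-Smurf M-1). Ets21C overlaps nAChRbeta3 on the other strand, and kay overlaps fig and lncRNA:CR46110. The other 3 of this list and Ets96B, listed as downregulated, had too few counts for the edgeR filter. Both DESeq2 and edgeR without the filter called these 4. DESeq2 gave log2FC of 1.98 for rib (BH-adjusted p = 0.0045), 1.82 for Hey (0.00515) and −1.32 for Ets96B (0.000115), and no sample of Hey held more than 6 counts. No non-Smurf held more than 2 counts of dmrt93B (DESeq2 BH-adjusted p = 0.000139 over all ages), which was at least 1.68-fold higher in Smurfs at 20 days and at least 3.37-fold higher at 30 days. At 40 days the lower bound of its fold change, 0.586, is under 1 and does not decide whether it rose. Of the 8 factors chosen by i-cisTarget score (Adf1, Aef1, CG4360, Hsf, Trl, GATAd, GATAe and srp), none was called and none had an unadjusted p under 0.05, with log2FC from −0.19 for srp to 0.083 for GATAd.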

We selected 17 TFs of interest for functional validation amongst the best i‐cisTarget scores or high deregulation (Table 1).

**TABLE 1:** List of transcription factors (TFs) selected for experimental validation. 17 TFs were selected for functional validation: 8 were found in the i‐cisTarget analysis, 3 in both DESeq2 and i‐cisTarget analysis and 6 in the DESeq2 analysis alone, chosen for their strong deregulation.

Gene symbol	Selection method	Deregulation
*Adf1*	i‐cisTarget	Putative regulator TFs up in Smurf
*Aef1*	i‐cisTarget	Putative regulator TFs up in Smurf
*CG4360*	i‐cisTarget	Putative regulator TFs up in Smurf
*FoxP*	DESeq2 & i‐cisTarget	Up in Smurf & putative regulator TFs up in Smurf
*Hsf*	i‐cisTarget	Putative regulator genes up in Smurf
*Trl*	i‐cisTarget	Putative regulator TFs up in Smurf
*dmrt93B*	DESeq2	Up in Smurf
*Ets21C*	DESeq2	Up in Smurf
*Hey*	DESeq2	Up in Smurf
*kay*	DESeq2	Up in Smurf
*Mef2*	DESeq2 & i‐cisTarget	Up in Smurf & putative regulator TFs up in Smurf
*rib*	DESeq2	Up in Smurf
*Ets96B*	DESeq2	Down in Smurf
*GATAd*	i‐cisTarget	Putative regulator TFs down in Smurf
*GATAe*	i‐cisTarget	Putative regulator TFs down in Smurf
*NF‐YB*	DESeq2 & i‐cisTarget	Up in Smurf & putative regulator TFs up in Smurf
*srp*	i‐cisTarget	Putative regulator TFs down in Smurf

To assess their effect on mean lifespan (ML), we proceeded with their knock‐down (KD) and/or OX using GeneSwitch (Osterwalder et al., 2001; Roman et al., 2001) (GS). This technique, widely used in Drosophila, allows spatially and temporally tuned KD or OX in individuals of the same genetic background. Since our candidate genes were selected from whole body data, we used the ubiquitous daughterless‐GS (*da*GS) driver. When transgenic lines were available we performed both KD and OX during the adulthood of the fly (i.e. after eclosion) or during its whole life (development and adulthood) (Figure 6a). Five different concentrations of RU486 (0 μg/mL ‐control, 10, 50, 100, 200 μg/mL) were used to explore a broad range of inducing conditions, as in ref (Tricoire et al., 2009). During development, we lowered the concentrations by a factor 10 in order to avoid potential toxic effects, as suggested by Osterwalder et al. (2001) and performed in Rera et al. (2010).

**FIGURE 6:**
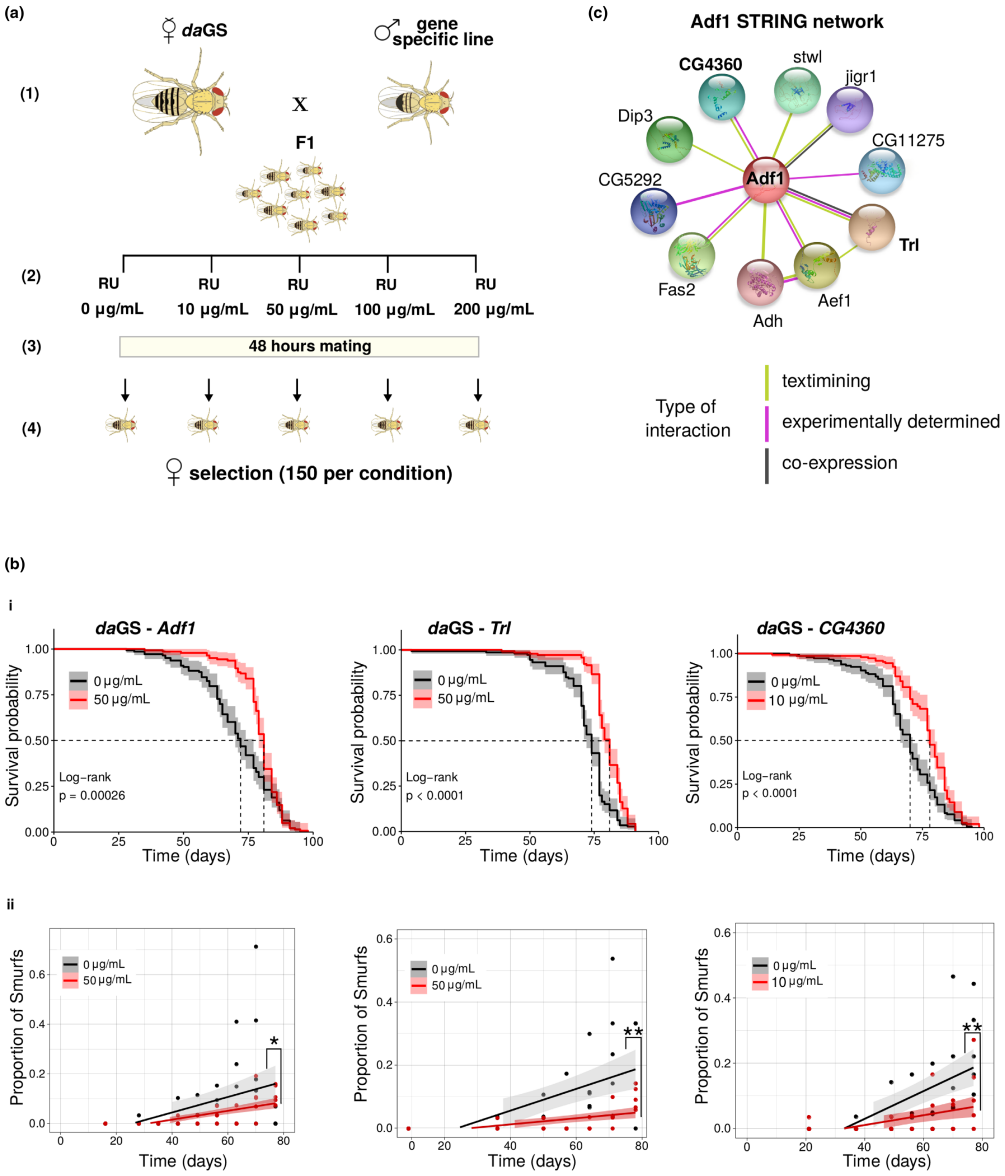
Identification of new longevity genes using the Smurf phenotype. (a) Gene expression alteration through GeneSwitch (GS). KD and/or overexpression of the target gene in the whole body of Drosophila were performed by crossing virgins females of the ubiquitous *daughterless*‐GS (*da*GS) driver with males carrying the UAS transgene (Step 1). The F1 was reared either on food without the inducer RU486 (adult only induction), either with food presenting the following RU486 gradient: 0 μg/mL ‐control‐, 1, 5, 10, 20 μg/mL (whole life induction). At the moment of eclosion, flies are transferred onto food with the following RU486 concentrations: 0 μg/mL ‐control‐, 10, 50, 100, 200 μg/mL. Flies are randomly distributed if not developed on drug, otherwise they are distributed according to the developmental drug condition (Step 2). Flies are left mating for 48 h (Step 3), and subsequently, 150 females per concentration (divided on 5 vials/30 females each) are randomly selected for the longevity experiment (Step 4). (b) Effect of *Adf1*, *Trl* and *CG4360* KD on longevity and on the Smurf dynamics in the population. (i) The KD of *Adf1* (+11.8%, ML_RU0_ = 71.0, ML_RU50_ = 79.5) and *Trl* (+10.5%, ML_RU0_ = 72.2, ML_RU50_ = 79.8) in the whole body during adulthood significantly extend lifespan, as well as for the KD during the whole life of *CG4360* (+12.4%, ML_RU0_ = 68.5, ML_RU10_ = 77.0). (ii) The proportion of Smurfs for the corresponding control and treated populations are plotted as a function of time. The proportion of Smurfs is computed as the number of Smurfs over the total number of flies alive (Smurfs + non‐Smurfs). Data are fitted using a linear approximation (Rera et al., 2012; Tricoire & Rera, 2015). In all cases, the populations show a significant increase with time of the Smurf proportion (*F* statistic) (*Adf1*: slope_RU0_ = 0.0055, *p*_RU0_ = 4.72e^−03^, slope_RU50_ = 0.0018, *p*_RU50_ = 4.17e^−07^; *Trl*: slope_RU0_ = 0.0044, *p*_RU0_ = 6.53e^−04^, slope_RU50_ = 0.0009, *p*_RU50_ = 5.39e^−04^; *CG4360*: slope_RU0_ = 0.0042, *p*_RU0_ = 6.58e^−05^, slope_RU10_ = 0.0015, *p*_RU10_ = 6.51e^−03^). Furthermore, the slope of the control population is significantly different from the one of the treated (*F* statistic), which displays a slower increase in the Smurf proportion with time. *p* values indicated in figure: *<0.05; **<0.01. (c) Adf1 interaction network from STRING database. The three TFs identified as new longevity genes have been retrieved from i‐cisTarget as putative regulators of upregulated Smurf TFs. The annotated interactions in the STRING database show how those genes have been already described together. Adf1 and Trl displayed stronger evidence (text mining, co‐expression and proved interaction in Drosophila in vitro), while the evidence for CG4360 and Adf1 interaction comes from text mining and interaction shown between homologous in *Caenorabditis elegans*). We decided to assign to CG4360 the gene name of *Sag1* (Smurfness‐associated gene 1) given its potential involvement in the Smurf phase. Regarding the remaining nodes of the network, they show weaker evidence (see Figure S19). CG11275 and CG5292 have been shown to interact with Adf1 on two‐yeast hybrid assay on the FlyBI project (https://flybi.hms.harvard.edu/).

The longevity experiments are summarised in Figure S13 and Table S14. Four TFs presented a positive effect on ML when knocked‐down in at least one RU486 condition during adulthood *Trl* + 9.5%, *Adf1* + 7.6%, *CG4360* + 7.3%, *Ets96B* + 6.6%) and one when overexpressed during adulthood and development (*Hsf* + 10.3%). A second independent experiment confirmed the effect of *Trl*, *Adf1*, *CG4360* (Figure 6b, point i). A third experiment validated the ML extension of CG4360 when downregulated during adulthood only (Figure S14), as the first two experiments showed contrasting results for the longevity effect when downregulation was performed during the whole life. We confirmed the knockdowns through reverse transcriptase– polymerase chain reaction (RT‐qPCR) for each line (Figure S15), and validated that RU486 alone has no effect on ML (Figure S16).

We then tested whether the identified ML extension was due to delayed entry in Smurf state (Figure 6b, point ii) by fitting two linear regression models. First, in order to test the effect of chronological age, we regressed the proportion of Smurfs on chronological age separately in both the controls and KD individuals. Secondly, in order to investigate the difference between the two populations, we regressed the proportion of Smurfs on chronological age and RU486 concentration (as a categorical variable), allowing for an interaction between chronological age and RU486 concentration.

The results show that the conditions leading to ML extension also lead to a slower increase in Smurf's prevalence (Figure 6b, point ii). This was not the case for conditions not leading to different ML (Figure S17). These results suggest that the KD of the studied genes increases the ML by extending the non‐Smurf period of life, possibly because these genes modulate early steps of ageing. Interestingly, the three genes we validated for their role in longevity are reported to possibly interact based on the STRING database (Szklarczyk et al., 2021) (Figure 6c). We failed to identify any significant increase of ML on males (Figure S18).

## 3 DISCUSSION

This study describes how the long defined transcriptional signature of ageing and associated ‘ageing transcriptional hallmarks’, instead of accompanying chronological age with continuous and progressive changes, actually behave in a biphasic manner. We identified this previously hidden behaviour thanks to the Smurf, two‐phase, model of ageing.

The detection of living individuals showing an increased IP to a very small (800 Da), non‐toxic, blue food dye previously allowed us to propose a model of ageing with two consecutive and necessary phases. Although a recent article by Bitner and colleagues (2020) suggests that only a low proportion of flies undergo the Smurf transition, our extensive characterisation of the phenotype using female flies from lines of different genetic backgrounds characterised by significantly different life expectancies ranging from 20 to 80 days (DGRP, *Drs*GFP, w^1118^, Canton‐S, Oregon‐R and w^Dahomey^) as well as in F1 individuals, monitored individually or in groups, unequivocally show that every female Drosophila dies as a Smurf. In addition, the Smurf phenotype also accompanies ageing in Drosophila males as shown by us and others. Failure by Bitner et al. to reproduce our results is likely due to their non‐standard protocol.

The mathematical model we developed (Tricoire & Rera, 2015) fitted reasonably well survival curves while allowing for a direct interpretation of the parameters. In addition, the hypothesis that every individual turns Smurf prior to death allowed us to predict the relatively constant remaining lifespan of Smurfs irrespective of their chronological age, which we then validated using multiple DGRP lines. Given our previous description of physiological hallmarks of ageing—loss of fertility, mobility, energy stores—segregating with Smurf individuals (and defining Smurfness as an objective indicator of frailty), we decided here to explore the behaviour of the transcriptional hallmarks of ageing in light of the Smurf state of individuals and their chronological age.

Distinguishing these two subpopulations allowed us to observe the gene expression noise doubling between young and old individuals, making the transcriptional noise (ATH6) the only transcriptional hallmark of ageing to display a time‐dependent behaviour in our study. This increase of noise in the gene expression level, often associated with transcriptional drift (Perez‐Gomez et al., 2020), is concomitant with the time‐dependent increasing risk for an individual to enter the second and last phase of life, the Smurf phase. Interestingly, interventions decreasing it were already shown to extend lifespan in nematodes (Rangaraju et al., 2015). Although recent single‐cell RNAseq questions the existence of such an increase in transcriptional noise with age (Gems & de Magalhães, 2021) others showed that it is sufficient to predict both chronological and biological age. Overall, our data corroborate that gene expression noise occurs especially with chronological age and questions its role in the Smurf transition (Schumacher & Meyer, 2023). Old non‐Smurfs also show some of ATH1 suggesting that inflammation could precede the Smurf transition at least in old individuals although we cannot exclude that at an advanced age, the likelihood of sampling pre‐Smurf or early Smurfs is high and this signal could be due to such individuals contaminating the non‐Smurf samples. Then, individuals in the Smurf phase undergo a dramatic shift in gene expression with over 3000 genes differentially expressed compared to age‐matched non‐Smurf individuals. More importantly, these genes span across the six ageing transcriptional hallmarks, systemic inflammation (ATH1), active stress response (ATH2), decreased mitochondrial/energy metabolism (ATH3) and altered protein translation (ATH4). Old Smurf individuals also show a worsening of their DNA repair pathways, cell cycle regulation pathways (ATH5), chromatin regulation and RNA processing (ATH6). Recently, David Gems and João Pedro de Magalhães questioned the position of the hallmarks of ageing as a paradigm. Our results here seem to support this questioning (Ibañez‐Solé et al., 2022).

Indeed, the hallmarks are defined as (1) manifesting in an age‐related fashion, (2) their accentuation accelerating ageing and (3) intervention on them leading to delay, reverse or stop ageing (López‐Otín et al., 2013). However, rather than causative of the process they appear to be markers of a terminal and, so far, non‐reversible phase of life except for the dysregulation of gene expression. Further characterisation of the chain of events might allow to discriminate between major theories of ageing such as ‘inflammageing’, ‘genome maintenance’ or ‘oxidative damage’. Can an evolutionary conserved hallmark of ageing characteristic of the Smurf phase of life be a driver of ageing? On the other hand, if ageing is not programmed, how can such a late‐life phase be so much evolutionarily conserved and molecularly stereotyped?

In addition, here we show how most of the pro‐longevity genetic interventions identified so far involve genes affected by the Smurf transition. Our longevity experiments in Drosophila demonstrate that it is possible to significantly increase lifespan by tuning the expression of TFs likely to explain the Smurf‐associated transcriptional signature (*Trl*, *Adf‐1* and CG4360/*Sag1*) and delay the time of entrance in the Smurf phase. Although moderate, these increases of health and lifespan were consistent across inducing conditions and independent experiment, while of a similar extent to longevity studies properly controlling for genetic background using the gene switch system. The fact that we do not detect an increase in lifespan in males does not invalidate the results obtained on females. Those results are in line with the physiological sexual dimorphism of Drosophila longevity, an issue which has been recently more investigated (Belmonte et al., 2020; Garratt, 2020; Regan et al., 2016) but they could also be due to a sex‐specificity of the transcriptional signature presented in this article or due to the weaker inducibility of the *da*GS driver (Tricoire et al., 2009).

Even though the aim of the paper was not to characterise the events occurring at the intestinal level—the IP is merely a marker of the last phase of life in our model—we detected alterations of cell junction components RNA as well as the JAK/STAT pathway and ECM remodelling proteins, suggesting a broad restructuring of tissues at the scale of the whole organism. This is reminiscent of the overall alteration of controlled epithelial permeability broadly affecting living organisms during ageing (Parrish, 2017). The recent demonstration that the Smurf phenotype is due to increased IP but also to decreased Malpighian tubules activity (Livingston et al., 2020) is supportive of organismal functional failure occurring in the Smurf phase. Whether it is what is called multivisceral failure in humans is under investigation, but it might highlight the use of the Smurf model of ageing for the study of other barriers, especially the blood‐brain barrier.

By questioning the place of the hallmarks of ageing within the ageing process, our study highlights the high relevance of using the Smurf phenotype in ageing studies across multiple model organisms thanks to its strong evolutionary conservation (Dambroise et al., 2016; Salazar et al., 2023). The absence of Smurf classification in the experimental design indeed results in a non‐negligible confounding factor altering the interpretability of the results. Taking into consideration the Smurf phenotype in ageing studies is key to taking into account the interindividual heterogeneity. As schematised in our graphical abstract, looking at age‐related phenotypes without the Smurf phenotype can lead to misinterpretation, attributing to advancing age what is actually due to an increased proportion of Smurf individuals. Based on our results, we anticipate that the Smurf phenotype will become a standard parameter in ageing research, not as a measurement of IP but rather as a marker for frail individuals in the last phase of their life. Its broad evolutionary conservation as well as the distinct molecular changes occurring in the two phases of ageing will certainly allow a deep reexamination of the evolutionary mechanisms at stake in the wide presence of ageing through living organisms.

## 4 MATERIALS AND METHODS

### 4.1 RNA‐seq: Experimental design

A synchronous isogenic population of *drosomycin*‐GFP (*Drs*‐GFP) Drosophila line was used for the RNA‐sequencing experiment (40 vials of 30 mated female flies). For the longevity recording, flies were transferred on fresh food and deaths scored on alternative days. Flies were sampled for the sequencing experiment at day 20 (80% survival), day 30 (50% survival) and day 40 (10% survival). Each sample is a mixture of eight flies. The sampling protocol for Smurfs and age‐matched non‐Smurfs is the following: all flies—the ones used for longevity and the ones used for sampling—are transferred on blue food overnight; at 9 a.m. 1 Smurf sample and age‐matched non‐Smurf are collected (Mixed samples), and all the remaining Smurfs are discharged; 5 h later, 2 Smurf and non‐Smurf samples are collected (5 h Smurfs), and all the remaining Smurfs are discharged; 24 h later, 3 Smurf and non‐Smurf samples are collected. Note that at 90% no 5 h Smurfs could be collected due to the low probability of flies turning Smurf at this age. After sampling, flies were immediately frozen in liquid N_2_ and stored at −80°C up to RNA extraction. Each time‐point has a minimum of three biological replicates.

### 4.2 RNA‐seq: Preprocessing

Sequencing was externalised to Intragen. Library preparation was done using ‘TruSeq Stranded mRNA Sample Prep Illumina’ kit and conducted on HiSeq4000 Illumina sequencer (paired‐end sequencing). Data preprocessing was performed on Galaxy (Afgan et al., 2018) server. Quality control was performed using FastQC (Babraham Bioinformatics, 2023) and resulted in no reads filtering. Reads were aligned with Hisat2 (Kim et al., 2019) on the reference *D. melanogaster* genome BDGP6.95. Reads count was performed with featureCounts (Liao et al., 2014), resulting in a raw counts matrix of 15,364 genes.

### 4.3 RNA‐seq: Analysis

Unless stated otherwise, all analysis were performed on R 3.5.3 and plots generated with ggplot2 3.3.5. PCA was performed using package DESeq2 1.22.2. Association of components with Smurfness and age was computed using the functions PCA and dimdesc from FactoMineR 2.4. tSNE was performed on package Rtsne 0.15. Sample‐to‐sample distance heatmap was computed using function dist from stats 3.5.3, and plotted using heatmap 1.0.12. PCA, tSNE and clustering analyses were performed using normalised counts additionally transformed with the *vst* DESeq2 function to stabilise the variance. For the tSNE analysis, the perplexity parameter was set to 10. Additional details on the analyses can be found in the Github repository. The main DEGs analysis was performed on DESeq2 1.22.2, while validation analysis on edgeR 3.24.3. Enrichmend analysis was performed with the Bioconductor package clusterProfiler 3.10.1, which calls fgsea 1.8.0; analysis was ran with the following parameters: nPerm = 15,000, minGSSize = 10, maxGSSize = 600. Enrichment plot was generated with the function emmaplot from the same package. Venn diagram (Figure 4d) was generated using eulerr Rshiny app. Pearson correlation for analysis in Figure 5c was computed with the cor() R function.

### 4.4 Proteomic data collection and analysis

*Drs*GFP Smurfs (8 h) and non‐Smurfs were sampled at 80 and 10% survival in quadruplicates of 10 females. Flies were quickly homogenised in 96 μL NU‐PAGE 1X sample buffer containing antiproteases and quickly spun to precipitate debris. Forty μL of samples was then loaded on a NU‐PAGE 10% Bis‐Tris gel prior to being sent for label free proteomics quantification.

### 4.5 Metabolomic data collection and analysis

*Drs*GFP Smurfs and non‐Smurfs were sampled at 50% survival. Each sample corresponds to a mixture of 20/30 individuals, for a total of 7 Smurf and 7 non‐Smurf samples. Drosophila were weighted to reach around 30 mg in a 2 mL‐homogenizer tube with ceramic beads (Hard Tissue Homogenizing CK28, 2.8 mm zirconium oxide beads; Precellys, Bertin Technologies, France). Then, 1 mL of ice‐cold CH_3_OH/water (9/1, −20°C, with internal standards) was added to the homogenizer tube. Samples were homogenised (3 cycles of 20 s/ 5000 rpm; Precellys 24, Bertin Technologies), and homogenates were then centrifuged (10 min at 15000*g*, 4°C). Supernatants were collected, and several fractions were split to be analysed by different Liquid and Gaz chromatography coupled with mass spectrometers (LC/MS and GC/MS) (Grajeda‐Iglesias et al., 2021). Widely targeted analysis by GC–MS/MS was performed on a coupling 7890A gas chromatography (Agilent Technologies) Triple Quadrupole 7000C (Agilent Technologies) and was previously described in (Durand et al., 2021). Polyamines, nucleotides, cofactors, bile acids and short chain fatty acids analyses were performed by LC–MS/MS with a 1260 UHPLC (Ultra‐High Performance Liquid Chromatography) (Agilent Technologies) coupled to a QQQ 6410 (Agilent Technologies) and were previously described in (Durand et al., 2021). Pseudo‐targeted analysis by UHPLC‐HRAM (Ultra‐High Performance Liquid Chromatography—High Resolution Accurate Mass) was performed on a U3000 (Dionex)/Orbitrap q‐Exactive (Thermo) coupling, previously described in (Abdellatif et al., 2021; Durand et al., 2021). All targeted treated data were merged and cleaned with a dedicated R (version 4.0) package (@Github/Kroemerlab/GRMeta). A total of 202 metabolites were detected. All the analysis presented (fold change estimation, Wilcoxon test and quantitative enrichment analysis) were done using MetaboAnlyst (Xia & Wishart, 2011). One Smurf sample was removed from the analysis as generated starting from eight individuals only, resulting in a total N of seven non‐Smurfs and six Smurfs. Samples were normalised by weight. Gene expression and metabolites representation KEGG maps were generated using pathview 1.2 (Luo & Brouwer, 2013) (R package).

### 4.6 Longevity experiments

All the flies are kept in closed vials in incubators at controlled temperature, humidity and 12 h light cycle. Experiments are carried at 26°C. Longevity experiments (included the one from where flies were sampled for the RNAseq) were run on the following food composition: 5.14% (w/v) yeast, 2.91\% (w/v) corn, 4.28% (w/v) sugar, 0.57% (w/v) agar and Methyl 4‐hydroxybenzoate (Moldex) at a final concentration of 5.3 g/L to prevent fungi contamination. Just after eclosion, flies are collected in tubes with food and RU486 (Figure 5a). Males and females are left together to mate for 48 h. After that time, males or females (depending on the experiment) are sorted in a number of 30 per vial, with 5 vials for each RU concentration (total *N* per concentration is 150). Flies are transferred to new vials with fresh food and scored three times per week (Monday, Wednesday, Friday). An exception are the first 2 weeks of the experiment, when females undergo an additional transfer on Saturday or Sunday due to the fertilised eggs altering the food composition. The food is prepared the day before the scoring (1.25 mL per vial) and stored at room temperature.

### 4.7 Lines used

*daGS* driver (provided by Tricoire laboratory, Université de Paris). *Bloomington stock* (*with associated targeted gene if GS*): *Drs‐*GFP 55707, *dmrt93B*, 27657; *Ets21C*, 39069; *Hey*, 41650; *kay*, 27722; *Mef2*, 28699; *rib*, 50682; *Ets96B*, 31935; *GATAd*, 34625; *GATAe*, 33748; *srp*, 28606; *NF‐yB*, 57254; *Aef1*, 80390; *CG4360*, 51813; *FoxP*, 26774; *Hsf*: 41581; *Trl* 41582. *FlyORF stock* (*with associated targeted genes*): *NF‐yB*, F001895; *CG4360*, F000063; *dmrt93B*, F000445; *Ets96B*, F000142; *Ets21C*, F000624; *srp*, F000720; *GATAd*, F000714; *Hsf*, F000699. VRDC stock (with associated gene): *Adf1*, 4278.

### 4.8 Smurf assay recording

Flies were transferred to food containing the blue dye FD&C #1 at 2.5\% (w/v) 24 h prior to Smurfs counting. The dye is added as the last component in the food preparation and dissolved in it. At the moment of the counting, flies were transferred back on normal food. All the flies are therefore spending the same amount of time on blue food, in order not to introduce bias in the counts. Note that with the following method we are not having information about the time at which the Smurfs are becoming such. However, as the Smurfs spend on average the same amount of time in this phase (Tricoire & Rera, 2015), recording the presence of a ‘mixed’ Smurf population provides a good estimation of their appearance in the population. Smurf counting was performed every 2 weeks while the population was in the survival plateau, and every week once it exited it.

### 4.9 RNA extraction and qPCR quantification

Extraction of RNA was performed using the Trizol protocol as in (Rio et al., 2010), adapted to the amount of tissue used. Each sample corresponds to a mixture of 3 flies for the RT‐qPCR experiments and eight flies for the RNA‐Seq. For the RT‐qPCRs, RNA was retro‐transcribed using the Applied Biosystems cDNA Reverse Transcription Kit. RT‐qPCR was subsequently performed using the Applied Biosystem PowerTrack SYBR Master Mix on Biorad CFX 96. Primers were designed on Benchling. *Adf1* Fw: ACAGCCCTTCAACGGCA, *Adf1* Rw: CGGCTCGTAGAAGTATGGCT; *CG4360* Fw: CAGCAGAGCACCCTTACCAA, *CG4360* Rw: GGAGCGGGCATTGAGTGAT; *Trl* Fw: TCCTATCCACGCCAAAGGCAAA, Trl Rw: TAGCAAATGGGGCAAGTAGCAGG; *Act* Fw: CCATCAGCCAGCAGTCGTCTA, *Act* Rw: ACCAGAGCAGCAACTTCTTCG.

## AUTHOR CONTRIBUTIONS

Michael Rera conceived the presented idea and model. Flaminia Zane and Michael Rera conceived, planned and performed the analysis and experiments as well as wrote the manuscript. Hayet Bouzid and Mira Brazane performed the RT‐qPCR experiments and analysed the results. Sofia Sosa Marmol and Julia Lisa Molina participated in the longevity experiments. Savandara Besse provided technical support for the analysis. Céline Cansell, Fanny Aprahamian and Sylvère Durand performed and analysed the metabolomics experiments. Jessica Ayache and Michael Rera performed and analysed the proteomics experiments. Christophe Antoniewski helped with the RNAseq analysis. Clément Carré helped with the RTqPCR design and the manuscript writing. All authors discussed the results and contributed to the final manuscript.

## FUNDING INFORMATION

Michael Rera is funded by the CNRS, Flaminia Zane is funded by Sorbonne Université Interdisciplinary research PhD grant. This project was funded by the ANR ADAGIO (ANR‐20‐CE44‐0010) and the ATIP/Avenir young group leader program for MR. Thanks to the Bettencourt Schueller Foundation long term partnership, this work was partly supported by the CRI Core Research Fellowship to Michael Rera. Michael Rera and Clément Carré received support from the IBPS‐2020 Action Incitative.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

Data S1.
Click here for additional data file.

## Data Availability

All codes and associated processed data are available at https://github.com/MichaelRera/SmurfsTrsc Raw RNAseq data are available at NCBI Geo https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE219063.

How the deposited data were processed for this re-analysis (not part of the article)

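RNA-Seq was analysed for 32 samples of whole mated females of the Drs-GFP line, each a pool of 8 flies, in 6 groups of Smurfness and age. The authors prepared stranded mRNA libraries, sequenced them in paired-end mode, filtered no reads, aligned them with Hisat2 on BDGP6.95 and counted them per gene with featureCounts. The deposited values are these whole-number counts per gene and sample, without normalization, and replicates were not pooled. The paper's text does not give the strand or multi-mapping settings of the counting. Groups, ages and collection times were taken from the sample labels and the paper, every column was matched to a sample by its name, and no sample was left out.

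The total count per sample, with a median of 17698473 over all samples, sets the precision of each value. Replicates of a group were compared in pairs before they were averaged. The chi-square statistic of their counts per degree of freedom was between 7.07 and 123 over 72 pairs, far above the value of 1 of sampling noise alone, so every sample was counted as a replicate of its own. A gene with 3 counts or fewer in each sample of a group was taken to be at the floor, and only a lower bound of its fold change is given.

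Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Counts were normalized with TMM, genes were filtered with filterByExpr by the groups compared, and glmQLFit and glmQLFTest were run with their default settings. P-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. The comparisons were Smurfs against non-Smurfs in all samples; 30 and 40 days against 20 days within Smurfs and within non-Smurfs; Smurfs against non-Smurfs at each age; the interaction of Smurfness with age, as 40 against 20 days in a model of 6 groups and as a slope on age in days; and samples collected 5 hours against 1 day after the transition, with age as a factor. In such a fit the SE of a log2FC was derived from the F statistic. Values per sample are log2 CPM after TMM with a prior count of 2.

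DESeq2 1.42.0 supplied the alternative Wald test and the vst values of the PCA, over the 1000 genes with the highest variance. Correlations and R2 were tested with 100000 permutations, or exactly where the groups were small. The regression on age in non-Smurfs was a least-squares fit per gene, retained at an unadjusted p under 0.05 and R2 above 0.5, and its count was compared with 100 arrangements of the ages. RSD was the SD divided by the mean of counts divided by median-of-ratios size factors, and the peak was that of R's density function. The scale of the regression and the normalization behind the RSD are not named in the paper's text. Gene lists were tested with camera and fry of limma 3.58.1, and their correlations with Smurfness and age were set against 10000 random lists of the same size and mean expression. Exact tests ran in R, and tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

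The mapping of samples, the gene lists, the rule for naming genes and all alternatives but 5 were set before the data were examined. So were the tests, except those described below as chosen after a result had been seen. Genes are named where the paper's text or Table 1 names them for an RNA-Seq claim, and, in each comparison, where they are among the 3 largest increases or decreases with an adjusted p under 0.05 and a mean of at least 2 log2 CPM. For lists of more than 10 genes the summary and the extremes are given. Of the 44 lists, those of the paper's genes were copied from its text and figures, families such as respiratory complexes, ribosomal proteins, proteasome subunits, Jonah proteases and eggshell genes were taken by symbol, and lists for processes without a common symbol, such as DNA replication, the spliceosome or the germline, were typed by hand. Of their entries 11 were not matched to a gene, and 12 members were not detected. After the data were examined, Cp190 and Cp110, which share a symbol prefix with eggshell genes, were taken out of the eggshell list.

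The alternatives were RLE size factors in place of TMM, DESeq2, no filter, a filter of at least 10 counts in every sample, other sets of samples (without the mixed samples, 1-day or 5-hour samples only, only the ages compared, all samples in a model of 6 groups), added terms (age, time of collection, collection event), the age of 32 days that the labels give for both 30-day mixed samples, and leaving out each sample in turn. Further alternatives applied to the PCA, the regression, the RSD, the lists and the score of the Smurf signature. Each count of genes was also compared over up to 100 splits of the samples, the real one included.

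The same steps were tested on simulated data, with counts drawn for the real genes from the real means and library sizes and 200 genes changed in each set. The simulated changes were larger than those of lists such as the respiratory complexes, so the numbers recovered do not apply to changes that small. In the comparison of Smurfs with non-Smurfs 200 of the 200 changed genes were recovered, with 23 unchanged genes among 223 called. Between 20 and 40 days 186 were recovered in Smurfs and 186 in non-Smurfs, and between 20 and 30 days, where the simulated effects were smaller, 139 and 131. In the age-matched comparisons 185, 193 and 195 were recovered at 20, 30 and 40 days, in the interaction 169, in both terms of the regression model 188 and 170, and between 5 hours and 1 day 192 in Smurfs and 184 in non-Smurfs. The least-squares regression recovered 187, with 19 other genes retained. A list that was made to rise was called by camera with an adjusted p of 6.63e-23, and 0 of 60 tests of unchanged lists were called. The counts were drawn without correlation between genes, so this does not show how camera behaves on the real lists, whose genes are not independent. With equal spread at both ages the ratio of the RSD peaks was 1.07 in Smurfs and 1.13 in non-Smurfs, and with doubled spread 1.92 and 1.94. A simulated score without a change gave an exact p of 0.717.

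The proteome, the metabolome, the longevity experiments and the enrichment analyses with GO, KEGG and ageing gene databases were not analysed here.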

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

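The tests of pooled flies and of depth at 40 days, given for the Smurf score at the end of this part, were chosen only after the result had been seen. Within each group of 4 or 6 samples, the total count, PC1, PC2 and the mean log2 CPM of each gene list were searched for a sample far from the others, with the distance to the nearest other sample, as a share of the range of the group, above Dixon's critical value for the size of the group. This held for 21 of 252 pairs of group and measure (8.33%), against 12.6 (5%) by chance, and lists with common genes are not independent. None was found in the total count or in PC1. In groups of 4 or 6 samples this does not rule out depth for the samples found. Some of them had the lowest total of their group, such as 1d-d of the 20-day Smurfs (13423868) and M-13 of the 40-day non-Smurfs (13058854). Others, such as 1d-q of the 40-day Smurfs (16660034), were not at an extreme. What set single samples apart was not tested, and no biological explanation was tested for them either.

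Among the 40-day Smurfs, 1d-q was lowest for the respiratory complexes (share 0.627; 6.11 log2 CPM against 6.33 to 6.45), for complex I (0.744; 5.52 against 5.72 to 5.78), for complex IV (0.63; 7.24 against 7.43 to 7.54) and for the cytosolic ribosomal proteins (0.656; 8.65 against 9.00 to 9.19). Sample 1d-r was highest for the Hsp70 genes (0.764; 2.24 against 0.11 to 0.61), the immune genes labelled in Fig. 1b (0.636; 7.45 against 4.89 to 5.82), the transcription factors of Table 1 listed as upregulated (0.762; 4.13 against 3.28 to 3.48) and the starvation and foxo target genes (0.643; 6.58 against 5.79 to 6.07). Without 1d-q, 29 genes of the respiratory complexes and 34 of the ribosomal proteins were called between 20 and 40 days in Smurfs, against 4 and 15 with it, and without 1d-r the interaction of Smurfness with 40 against 20 days was called for 72 genes.

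Among the 20-day Smurfs, 1d-d was far below the others for Vm26Aa, Vm26Ab, Vml and psd (0.949; a mean of −1.44 log2 CPM against 3.67 to 3.95) and for the immune genes labelled in Fig. 1b (0.892; 6.27 against 6.89 to 6.97). Of all samples it had the largest influence on the comparison of 20 with 40 days in Smurfs, in which 463 genes were called without it and 1821 with it. Among the 30-day Smurfs, 1d-j was highest for complex V (0.675; 7.18 against 6.92 to 7.01) and for Idh3a, Idh3b, Mdh1 and Mdh2 (0.794; 7.83 against 7.69 to 7.72).

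Among the non-Smurfs, 1d-o of 40 days was lowest for DNA replication (0.647; 5.87 against 6.25 to 6.46) and for the cell cycle genes E2f2, Mtor and Chro (0.726; 7.49 against 7.80 to 7.92) and highest for the immune genes labelled in Fig. 1b (0.703; 7.82 against 3.64 to 4.88), and M-13 of 40 days was highest for the mitochondrial ribosomal proteins (0.671; 4.86 against 4.58 to 4.67). Without M-13, 409 genes were called between 20 and 40 days in non-Smurfs, against 194 with it. At 20 days M-1 was highest for the 8 AMP genes (0.98; 3.33 against 1.97 to 1.99), of which Drs was called between 20 and 40 days without it, and 1d-c lowest for the Ilp genes (0.834; the others were at 2.19 to 2.24). At 30 days 5h-c2 was highest on PC2 (0.722; 1.70 against −2.45 to −1.30), 1d-h highest for the digestive carbohydrases (0.664; 6.44 against 5.65 to 5.92) and 1d-g lowest for the proteasome genes (0.745; 7.46 against 7.52 to 7.54).

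The effect of Smurfness differed between ages for 27 genes in the test of 40 against 20 days. Among the genes with a mean of at least 2 log2 CPM, the largest differences in each direction were those of CG43333 (log2FC 10.69, SE 2.22), MtnC (log2FC 3.25, SE 0.69), Cda9 (2.89, SE 0.60), CG10814 (−2.68, SE 0.57), ple (−2.32, SE 0.52) and CG5909 (−1.54, SE 0.34), with an edgeR BH-adjusted p of 0.049 for each. The estimate of CG43333 rests on few counts in 20-day Smurfs and 40-day non-Smurfs (means of 0.209 and 0.149 CPM). These calls were close to the threshold, since each was lost in 21 to 28 of the 32 fits that left out 1 sample, and the count ranged from 0 (without the 20-day non-Smurf 1d-b, with 1117 genes at an unadjusted p under 0.05) to 72 (without the 40-day Smurf 1d-r). Of 100 splits of the samples, 1 gave as many genes, the real one, and the highest other count was 22. By the number of genes with an unadjusted p under 0.05, 10 of the 100 splits gave as many. The slope on age differed between Smurfs and non-Smurfs for 25 genes, with 1 of 100 splits giving as many (highest other count 7), and 10 by the number of genes with an unadjusted p under 0.05. Of these, CG3906 (2.59 per 20 days, SE 0.54, edgeR BH-adjusted p = 0.0327) was lost in 10 of the 32 fits that left out 1 sample, ple (−2.40, SE 0.54, edgeR BH-adjusted p = 0.0444) in 20 and CG5909 (−1.54, SE 0.33, edgeR BH-adjusted p = 0.0338) in 9, and the count ranged from 5 (without the 20-day Smurf M-4) to 94 (without the 20-day Smurf 1d-f). For both interactions the splits argue against a grouping by chance for the number of genes past the threshold, and not for the number with an unadjusted p under 0.05. An effect of age on the Smurf state, which the design names, stays open and untested for single genes.

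The difference of the Smurf score between Smurfs and non-Smurfs changed by −0.86 from 30 to 40 days (exact two-sided permutation test, p = 0.00564), and age-matched comparisons called 1898 genes at 20 days (1145 without the 20-day non-Smurf 1d-b; 1 of 35 splits gave as many, the real one), 1450 at 30 days (898 without the 30-day non-Smurf M-7; 1 of 100) and 0 at 40 days (100 of 100, with 650 genes at an unadjusted p under 0.05, a number reached by 24 of the 100 splits). Several technical explanations were weighed. A larger spread at 40 days with an equal effect is argued against by the median effect of the 20-day genes, which at 40 days was 0.31 of that at 30 days. The median total count over both states at 40 days was 1.07 times that at 20 days, but among Smurfs it was lowest at 40 days (15803168, against 18888561 at 30 and 17708582 at 20 days), and among non-Smurfs it was 17698474 at 40, 19623694 at 30 and 15171848 at 20 days. Lower depth is argued against by a test in which the 30-day libraries were thinned at random to the depth of the lowest 40-day library of their state (12164198 counts in Smurfs and 13058854 in non-Smurfs). The difference of the score at 30 days was then 0.992 of that in full, and 1319 genes were called at 30 days, 1241 of them among the 1450. An exchange of a Smurf with a non-Smurf library is argued against by the highest score of a 40-day non-Smurf, 0.57, which is under the lowest of a 30-day Smurf, 1.06. Non-Smurf flies among the flies pooled in the 40-day Smurf samples stay open. Of 38 gene lists, 17 differed between Smurfs and non-Smurfs at 30 days, 16 of these shrank to 40 days as such a mixture predicts, none grew, and the chaperone list reversed within its spread (from 0.22 to −0.016, exact permutation p = 0.751), so that 0 lists contradicted it. A mixture and a weaker signature in every fly cannot be told apart with these lists, because both shrink all differences. An unequal mix of collection times is argued against by the design, since each group of 30 and 40 days holds 1 mixed sample, 2 of 5 hours and 3 of 1 day. Within the 1-day samples alone, 3 in each group, the change was −0.45 (exact permutation p = 0.205). At 5 hours Smurfs scored 1.70 and 1.93 at 30 days, against 0.62 and 0.27 in non-Smurfs. At 40 days the 5-hour Smurfs scored 0.52 and 0.45, against 0.49 and 0.50. Whether the change depends on the time of collection was not tested and stays open. That old Smurfs carry a weaker form of the signature than young ones is a hypothesis.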

How the results depend on the processing

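All alternatives set in advance were run. No paired analysis was possible because the groups share no replicate numbers. Smurfs and non-Smurfs of one collection event were compared within blocks, which gave 3035 genes in all samples (2286 without blocks) and, with the time of collection as a block, 1874 at 20 days (1898), 1773 at 30 days (1450) and 0 at 40 days (0), with 754 at an unadjusted p under 0.05 in the last (650). Counts of genes moved by over 1.5 times as follows, with the count of the edgeR fit described above in parentheses. With DESeq2, 4 genes were called between 20 and 30 days in Smurfs (1) and 57 in non-Smurfs (1), 526 between 20 and 40 days in non-Smurfs (194), 24 between Smurfs and non-Smurfs at 40 days (0, with 650 at an unadjusted p under 0.05), 131 for the interaction of Smurfness with 40 against 20 days (27), 359 for the slope on age in non-Smurfs (170), 180 for its interaction with Smurfness (25), and 88 and 486 between 5 hours and 1 day in Smurfs (0, with 703 at an unadjusted p under 0.05) and non-Smurfs (9). The cause was not tested.

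Without the mixed samples, 1119 genes were called between Smurfs and non-Smurfs (2286), 1074 between 20 and 40 days in Smurfs (1821), 126 between 20 and 40 days (194) and 2 between 20 and 30 days (1) in non-Smurfs, 1093 and 518 between Smurfs and non-Smurfs at 20 and 30 days (1898 and 1450), and none for the interaction with 40 against 20 days (882 at an unadjusted p under 0.05) or with the slope (1017). The regression in non-Smurfs then retained 598 genes (268). In the 1-day samples alone these counts were 1099 between Smurfs and non-Smurfs, 37 between 20 and 40 days in Smurfs, 493 and 2 between 40 or 30 and 20 days in non-Smurfs, and 1093 and 17 between Smurfs and non-Smurfs at 20 and 30 days, and the change of the Smurf score between 30 and 40 days was −0.45 (exact permutation p = 0.205) against −0.86. In the 5-hour samples alone 0 genes were called between Smurfs and non-Smurfs, with 1506 at an unadjusted p under 0.05. The cause was not tested.

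The model of 6 groups called 127 genes between 20 and 40 days in non-Smurfs and, between Smurfs and non-Smurfs, 1160 at 20 days and 5 at 40 days. With only the ages compared in the fit, 129 genes were called between 20 and 40 days and 4 between 20 and 30 days in non-Smurfs, and with time of collection as a factor 3 between 20 and 30 days. Without the filter, which raises the number of genes tested, 1 gene was called for the interaction with 40 against 20 days and 19 between 5 hours and 1 day in non-Smurfs. With at least 10 counts in every sample, 4 genes were called for that interaction and 9 for the interaction with the slope, for which the labels' age of 32 days gave 16. The regression in non-Smurfs retained 118 genes with an adjusted p. With only the 30-day non-Smurfs compared with the Smurfs, the fit has fewer samples. Of the libraries behind the age comparison it shares only those of 30 days. The overlap of the DEGs of old non-Smurfs with those of Smurfs was then 31.4%, and 8.45% of the genes tested were called for Smurfness, against 45.4% and 22.7% with all samples. The cause was not tested. RLE size factors moved no count of genes by over 1.5 times. With at least 10 counts in every sample, the genes called between Smurfs and non-Smurfs were 1334 upregulated and 715 downregulated, against 1148 and 1138, and 1252 and 1003 with RLE size factors.

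With each sample left out in turn, the count between 20 and 40 days ranged from 463 (without the 20-day Smurf 1d-d) to 2622 (without the 40-day Smurf 1d-q) in Smurfs and from 39 (without the 20-day non-Smurf 1d-a) to 409 (without the 40-day non-Smurf M-13) in non-Smurfs, and that between 20 and 30 days in non-Smurfs from 1 to 7 (without the 30-day non-Smurf 5h-c1). The age-matched counts ranged from 1145 (without the 20-day non-Smurf 1d-b) to 2116 (without the 20-day non-Smurf 1d-c) and, at 30 days, from 898 (without the 30-day non-Smurf M-7) to 1759 (without the 30-day non-Smurf 5h-c1). For the interaction with 40 against 20 days the range was from 0 (without the 20-day non-Smurf 1d-b, with 1117 at an unadjusted p under 0.05) to 72 (without the 40-day Smurf 1d-r), for the slope in non-Smurfs from 27 (without the 20-day non-Smurf 1d-c) to 405 (without the 40-day non-Smurf M-13), for its interaction from 5 (without the 20-day Smurf M-4) to 94 (without the 20-day Smurf 1d-f), between 5 hours and 1 day in non-Smurfs from 0 (without the 30-day non-Smurf 1d-g, among others, with 1699 at an unadjusted p under 0.05) to 7 (without the 40-day non-Smurf 1d-o), and for the regression from 221 (without the 20-day non-Smurf 1d-c) to 515 (without the 40-day non-Smurf M-13).

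Of 117 tests of gene lists, camera with the correlation between genes estimated called 0, with 14 at an unadjusted p under 0.05. With the correlation preset at 0.01 it called 68, of which 42 were also called by fry, which called 43 in all (21 between Smurfs and non-Smurfs, 14 between 20 and 40 days in Smurfs and 8 in non-Smurfs). The ratios of the RSD peaks stayed within their jackknife SE, 0.583 in Smurfs and 0.725 in non-Smurfs, under each alternative, and the relations of PC1 with Smurfness (R2 from 0.559 to 0.621) and of PC2 with age (Pearson r from 0.46 to 0.67) kept their direction and their side of the threshold with log2 CPM in place of vst values, with 500 genes, with all genes with at least 1 count and without the mixed samples. Within parts of the samples of the PCA, PC1 on Smurfness had an exact permutation p of 0.371 in the 5-hour samples and of 0.1 in the mixed samples, the smallest that 3 against 3 can give, and PC2 with age had a permutation p of 0.0857 in the 5-hour samples. On PC1 the 5-hour Smurfs lay above the non-Smurfs at 30 days and below them at 40 days, and the test pools both ages.

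Between Smurfs and non-Smurfs 4 named genes changed sign. In the 5-hour samples alone the log2FC of Ire1 was −0.10, that of eloF 0.29 and that of mTor −0.12. That of raptor, 0.0071 in all samples, was −0.029 without the mixed samples, −0.011 in the 1-day samples alone and −0.050 in the 5-hour samples alone, and from −0.018 to 0.030 with each sample left out. None of these estimates was significant (lowest edgeR BH-adjusted p = 0.315), and the cause was not tested. Of 96 results for named genes followed through every alternative, 94 kept their direction and side of the threshold with DESeq2 and 2 became significant (E2f2 between 20 and 40 days in Smurfs and Rel in non-Smurfs). Not among the 96, and also called with DESeq2 but not in the main fit, were trr, E(z), mof, Ing3 and CG12316 in Smurfs and CecA1, CecB, DptA, DptB and Drs in non-Smurfs. Of the 96, 95 kept their direction and side with RLE size factors, and 60 with every sample left out in turn, while 33 lost significance in at least 1 such fit. The gene foxo, not called between Smurfs and non-Smurfs, was called there with the collection event as a block and with at least 10 counts in every sample. Without the mixed samples 36 of 93 lost significance, in the 1-day samples alone 36 of 76 and in the 5-hour samples alone 36 of 41. Of 66 counts of called genes within lists, 43 moved by over 1.5 times when 1 sample was left out, 50 in the 1-day samples alone, 36 without the mixed samples, 16 with DESeq2 and 3 with RLE size factors, and in the 5-hour samples alone 33 of 33 did.

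Depth limits the genes with few counts. At a mean under 10 normalized counts, counting noise is a large part of the RSD, and phm, rib, Hey, dmrt93B and Ets96B had too few counts for edgeR's filter, so that their fold changes rest on DESeq2 and on edgeR without the filter, which called all 5.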

Differences from the paper's values

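In Smurfs, 1 gene was called between 20 and 30 days, against the paper's 4. Of the alternatives set before the data were examined, DESeq2 gave 4, while all others, and each of the 16 fits that left out 1 sample, gave 1. In non-Smurfs, 1 gene was called between these ages, against the paper's 57. DESeq2 gave 57, the other alternatives gave between 1 and 4, and the fits that left out 1 sample between 1 and 7 (without the 30-day non-Smurf 5h-c1). For 20 and 40 days, 194 genes were called in non-Smurfs, against the paper's 526. DESeq2 gave 526, and the 1-day samples alone (493) and the fit without the 40-day non-Smurf M-13 (409) also came within 1.5 times of the paper's value. The other alternatives gave between 126 and 215, and none of the other 15 fits that left out 1 sample closed the gap, with the lowest count of 39 without the 20-day non-Smurf 1d-a.

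Of the genes retained in the regression on age in non-Smurfs, 57 fell with age, against the paper's 94. With every gene with at least 1 count in place of the filtered genes the number was 63, which is within 1.5 times of the paper's, as were 8 of the 16 fits that left out 1 sample, which ranged from 45 (without the 20-day non-Smurf 1d-b) to 179 (without the 40-day non-Smurf M-13). It was not with vst values (62), with counts not put on a log scale (59), with an adjusted p (21), with the labels' age of 32 days (60) or without the mixed samples (221). Of the retained genes that are not Smurf DEGs, 35 fell with age, against the paper's 53. Vst values (37), every gene with at least 1 count (40), the labels' age of 32 days (36) and 11 of the 16 fits that left out 1 sample came within 1.5 times, and these fits ranged from 28 (without the 40-day non-Smurf 5h-c5) to 117 (without the 40-day non-Smurf M-13). Counts not put on a log scale (34), an adjusted p (12) and leaving out the mixed samples (156) did not.

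In complex II, 1 gene was downregulated in Smurfs (16.7%), against the paper's 2 (33%). Age as a factor gave 2 (33.3%), and the collection event as a block gave 3, of which the count is within 1.5 times of the paper's and the percentage (50.0%) is not. RLE size factors, DESeq2, no filter, at least 10 counts in every sample and the 1-day samples alone gave 1, and leaving out the mixed samples or taking the 5-hour samples alone 0. Of the 32 fits that left out 1 sample, 10 gave 2, among them that without the 40-day Smurf M-16.

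All Smurfs against all non-Smurfs gave 2286 genes, against the paper's 3009, a difference within 1.5 times. The collection event as a block gave 3035 with edgeR and age as a factor 2727, both set before the data were examined. DESeq2 with its default settings gave 2638, and DESeq2 with age as a factor, which was chosen after seeing the values, gave 3036 (3311 with the collection event as a block, chosen likewise). In old Smurfs 1821 genes were called with edgeR, while DESeq2 gave the paper's values of 2320 genes, 1385 upregulated and 935 downregulated.

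The paper lists E2f2, trr, E(z), mof, Ing3 and CG12316 among the genes that fall in old Smurfs. None of them was called with edgeR in all samples and with its filter, with adjusted p from 0.0502 for E2f2 to 0.0694 for Ing3, and all were with DESeq2. E2f2 was also called with at least 10 counts in every sample (edgeR BH-adjusted p = 0.0469), trr and mof with only the ages compared (0.0412 and 0.036) and in the model of 6 groups (0.0414 and 0.0279), and Ing3 without the mixed samples (0.0125) and with time of collection as a factor (0.031). With 1 sample left out, E2f2 was called in 2 of 16 fits, trr in 3, E(z) in 2, mof in 4, Ing3 in 1 (0.00687 without the 40-day Smurf M-16) and CG12316 in 1 (0.0128 without the 40-day Smurf 1d-q).

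The paper describes Rel as higher in old non-Smurfs, and AMP genes as a large part of the immune genes shared with Smurfs. Rel was not called (edgeR BH-adjusted p = 0.0797), and was with DESeq2 (0.0164) and with time of collection as a factor (edgeR BH-adjusted p = 0.0474). Of the 8 AMP genes it names for Smurfs, 0 were called in old non-Smurfs, with 8 at an unadjusted p under 0.05, and 5 with DESeq2 (CecA1, CecB, DptA, DptB and Drs). DptA, Def and Drs were called in the 1-day samples alone, Drs without the mixed samples and without the 20-day non-Smurf M-1, and DptB in the model of 6 groups.

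The paper's ecdysone gene phm, listed as phtm, and rib, Hey, dmrt93B and Ets96B of Table 1 had too few counts for edgeR's filter, and were called by DESeq2 and by edgeR without the filter. The Hsp70 genes called were 5, against the paper's 6, and DESeq2 called 6, with Hsp70Ba, which edgeR called without the filter and in the 1-day samples alone. The paper describes the Ilp genes as unchanged in Smurfs, and Ilp8 was lower here (log2FC = −0.46, edgeR BH-adjusted p = 0.00103). The paper states that young and old Smurfs carry the same Smurf signature, and the score of genes called at 20 days was lower in 40-day than in 30-day Smurfs (−0.75, exact permutation p = 0.0152, 0.0304 adjusted over 4 comparisons). It also states that the RSD of genes rises with age at every expression level, and for genes with a mean under 10 normalized counts the median RSD at 40 days was 1.07 times that at 20 days in Smurfs and 0.961 times in non-Smurfs.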

Other observations

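The tests of a weaker Smurf signature and of shared libraries were chosen only after the result had been seen, and those of the clock genes and of the depth of the 5-hour samples after the difference between 5 hours and 1 day had been seen. Other splits of the same samples were tested for each comparison. As many genes as the real split were given by 1 of 100 splits, the real one, for all Smurfs against non-Smurfs (highest other count 76), for 20 against 40 days in Smurfs (105) and in non-Smurfs (90), and for the slope in non-Smurfs (1). The 1 gene between 20 and 30 days in Smurfs was matched by 4 of 100 splits (highest other count 337) and that in non-Smurfs by 6 of 100 (25), and by the number of genes with an unadjusted p under 0.05 as many were given by 30 and 21 splits, so that these counts say little about chance. The gene was Scp1 in both states, which share no sample (log2FC = −1.57, SE 0.13, edgeR BH-adjusted p = 3.08e-05 in Smurfs and −1.64, SE 0.14, edgeR BH-adjusted p = 1.95e-05 in non-Smurfs). It was lower in 6 of 6 samples of each state and called in all 16 fits that left out 1 sample in each, which argues against chance for this gene. Among the alternatives it was not called in non-Smurfs only with the 1-day samples alone. For the linear regression in non-Smurfs, 2 of 100 regroupings of the ages gave as many genes.

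In 40-day Smurfs the genes of chromatin, DNA replication and the spliceosome were lower than in 20-day Smurfs. A smaller share of ovary and germline tissue at 40 days was a candidate explanation. With the mean of 30 ovary and germline genes as a covariate in the 16 Smurf samples, the lists still fell. Their medians were −0.14 (fry of limma, BH-adjusted p = 0.00206 over the 3 lists) for the 19 chromatin genes, −0.13 (BH-adjusted p = 0.0319) for DNA replication and −0.087 (BH-adjusted p = 0.0419) for the spliceosome, against −0.23, −0.21 and −0.11 without it. All 19 chromatin genes and 31 of the genes of each other list had a negative log2FC. The genes called fell from 14 to 1, from 18 to 3 and from 9 to 0, with 8 of the spliceosome genes at an unadjusted p under 0.05, and all DEGs from 1821 to 419 (463 without the covariate and without the 20-day Smurf 1d-d). The ovary and germline score itself was −0.13 between the ages (exact two-sided permutation p = 0.119). This argues against it as the whole cause by a thin margin, and part of the fall went with the score. An effect of age stays open and was not tested apart from it.

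A weaker Smurf signature in old Smurfs predicts that the genes called between 20 and 40 days in Smurfs change in the opposite direction to Smurfness at 30 days. Of 1801 such genes 60.6% did, 69.9% of those rising with age and 46.9% of those falling. At 30 days 235 of them (13.0%) were called in the opposite direction and 46 in the same, so that most of the few called there go with it. The share of all 1801, and most of all that of the falling genes, argues against it as the whole cause, since nearly all genes would need to be opposite, while Pearson's r of both log2FC values across genes, which are not independent replicates, was −0.452. A weaker signature may account for part of these genes, mostly for rising ones, and this is a hypothesis.

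Eggshell genes were lower in Smurfs. The germline genes, with a median log2FC of −0.025, had 0.0146 of the eggshell median, which argues against a smaller share of ovary tissue as the cause, since this would lower both. Of the 30 germline genes 2 were downregulated (4 without the 40-day Smurf 1d-q, 1 without the 20-day non-Smurf 1d-a), and 1 when adjusted over the list alone. The 3 yolk protein genes were all downregulated, with a median of −1.34. Lower egg production in Smurfs, which the paper relates to their fertility, stays open.

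The nuclear genes of the respiratory chain were lower in Smurfs. The mitochondrially encoded genes had a median of 0.0566, with 0 called and 0 at an unadjusted p under 0.05, which argues against fewer mitochondrial transcripts of every kind. With age in Smurfs, from 20 to 40 days, they had a median of 0.45, with 2 called (7 without the 40-day Smurf M-16, and 0 without the 20-day Smurf 1d-d, with 3 at an unadjusted p under 0.05) and 10 when adjusted over the list alone.

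Digestive proteases were lower in Smurfs. Stopped feeding was a candidate explanation. Of the starvation and foxo target genes, 6 rose and 1 fell among 10, 7 were called when adjusted over the list alone, and the median was 0.30. Fry of limma gave a BH-adjusted p of 0.000298 for the list and camera one of 0.359, which decides little, since camera called 0 of 117 tests of lists (14 at an unadjusted p under 0.05). At 30 days the mean log2 CPM of Smurfs minus non-Smurfs was 0.55 for this list and −0.81 for the digestive carbohydrases (exact two-sided permutation p = 0.00216 and BH-adjusted p = 0.00631 for each), as stopped feeding predicts, and at 40 days 0.25 (exact p = 0.0996) and −0.38 (exact p = 0.0649). Over all samples fry gave the carbohydrases a BH-adjusted p of 0.109. Stopped feeding stays open, and it and a change of the gut itself cannot be told apart, because over all samples the carbohydrases went both ways and no list separates these explanations. Of 19 carbohydrases detected, 8 fell and 1 rose (10 when adjusted over the list alone), with a median of 0.026 whose sign changed between settings. With age 10 of them rose in Smurfs (7 without the 20-day Smurf 1d-d), with a median of 1.12, and in non-Smurfs 3 rose and 1 fell (7 without the 40-day non-Smurf M-13, and 0 without the 20-day non-Smurf 1d-a, with 11 at an unadjusted p under 0.05).

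Of the other lists, 4 of 32 proteasome genes fell in Smurfs (11 without the 40-day non-Smurf 1d-o) and 4 with age in Smurfs (7 without the 40-day Smurf 5h-c7, and 0 without the 20-day Smurf 1d-d, with 7 at an unadjusted p under 0.05). Of 18 muscle genes 3 rose and 1 fell in Smurfs, and 6 rose with age in Smurfs (1 without the 20-day Smurf 1d-d) and 2 in non-Smurfs. With age in Smurfs 4 genes of the respiratory complexes rose (29 without the 40-day Smurf 1d-q, 1 without the 20-day Smurf 1d-d), as did 15 ribosomal protein genes (34 and 3). In the same comparison ACC (log2FC = 0.60, SE 0.15, edgeR BH-adjusted p = 0.0187), eloF (0.76, SE 0.21, edgeR BH-adjusted p = 0.0244) and Ilp6 (0.83, SE 0.18, edgeR BH-adjusted p = 0.0101) rose. The first 2 of these were above the 20-day mean in 6 of 6 samples and lost in 2 and 4 of the 16 fits that left out 1 sample, and Ilp6 in none. The Hsp70 genes had a median of −1.85 (0 called, 5 at an unadjusted p under 0.05) and the AMP genes one of −0.94 (0 called, 1 at an unadjusted p under 0.05). No biological explanation was tested for these lists.

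The overlap of the DEGs of old non-Smurfs with those of Smurfs was tested against non-Smurf libraries that enter both comparisons. In 0 of 40 simulations was the share of DEGs changed in the same direction as large as the 44.8% observed, which argues against shared libraries as its whole cause.

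The RSD was higher at 40 than at 20 days. With 4 samples against 4, as the mean over 15 subsets of the 40-day samples, the ratio of the peaks was 1.67 in Smurfs and 1.62 in non-Smurfs, which argues against the larger number of samples at 40 days. With the Poisson part removed, over genes with a mean of at least 100 normalized counts, the ratios of the medians were 2.22 and 1.83, which argues against counting noise at a lower depth. An effect of age stays open.

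Between 5 hours and 1 day after the transition, 9 genes were called in the non-Smurfs of 30 and 40 days, all lower at 5 hours, with 2332 at an unadjusted p under 0.05, and 1 of 100 splits gave as many, the real one (highest other count 1), and 4 by the number at that p. In Smurfs 0 were called, with 703 at an unadjusted p under 0.05, so that 100 of 100 splits gave as many, and 21 by the number at that p. The difference between Smurfs and non-Smurfs was not tested. Of the 9 genes, Pdh (FBgn0011693, 3L from 16353233 to 16354297; log2FC = −1.89, SE 0.24, edgeR BH-adjusted p = 0.0288), CG9377 (FBgn0032507, 2L from 13359901 to 13361565; −1.58, SE 0.22, edgeR BH-adjusted p = 0.0418) and inaC (FBgn0004784, 2R from 16898535 to 16901575; −0.83, SE 0.10, edgeR BH-adjusted p = 0.0287) changed most among those with a mean of at least 2 log2 CPM. Pdh overlaps asRNA:CR45894 and Tcs3. They were lost in 8, 10 and 8 of the 10 fits that left out 1 sample, and the count was 0 without the 30-day non-Smurf 1d-g (1699 at an unadjusted p under 0.05), among others. A lower depth is argued against by the median total counts, whose ratio of 5 hours to 1 day was 1.04. A different time of day at collection stays open. In non-Smurfs Clk was lower at 5 hours (log2FC = −0.56, SE 0.13, edgeR BH-adjusted p = 0.114 over all genes and 0.0119 over 7 clock genes alone), while tim, per, vri, Pdp1, cry and cwo were not called. The time of day predicts the same change in Smurfs, which were collected at the same events, and no clock gene was called in them (Clk −0.19, SE 0.12, edgeR BH-adjusted p = 0.81 over all genes and 0.266 over the 7 clock genes alone; per, with the lowest p, 0.46, SE 0.15, edgeR BH-adjusted p = 0.6 and 0.0995). In both states the estimates of Clk and cry were lower at 5 hours and those of per, tim, vri and Pdp1 higher, while cwo differed in sign. These genes do not settle it, and the time of day is a hypothesis.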
